# Blood Transcriptomic Markers in Patients with Late-Onset Major Depressive Disorder

**DOI:** 10.1371/journal.pone.0150262

**Published:** 2016-02-29

**Authors:** Shigeo Miyata, Masashi Kurachi, Yoshiko Okano, Noriko Sakurai, Ayumi Kobayashi, Kenichiro Harada, Hirotaka Yamagata, Koji Matsuo, Keisuke Takahashi, Kosuke Narita, Masato Fukuda, Yasuki Ishizaki, Masahiko Mikuni

## Abstract

We investigated transcriptomic markers of late-onset major depressive disorder (LOD; onset age of first depressive episode ≥ 50 years) from the genes expressed in blood cells and identified state-dependent transcriptomic markers in these patients. We assessed the genes expressed in blood cells by microarray and found that the expression levels of 3,066 probes were state-dependently changed in the blood cells of patients with LOD. To select potential candidates from those probes, we assessed the genes expressed in the blood of an animal model of depression, ovariectomized female mice exposed to chronic ultra-mild stress, by microarray and cross-matched the differentially expressed genes between the patients and the model mice. We identified 14 differentially expressed genes that were similarly changed in both patients and the model mice. By assessing statistical significance using real-time quantitative PCR (RT-qPCR), the following 4 genes were selected as candidates: cell death-inducing DFFA-like effector c (*CIDEC*), ribonuclease 1 (*RNASE1*), solute carrier family 36 member-1 (*SLC36A1*), and serine/threonine/tyrosine interacting-like 1 (*STYXL1*). The discriminating ability of these 4 candidate genes was evaluated in an independent cohort that was validated. Among them, *CIDEC* showed the greatest discriminant validity (sensitivity 91.3% and specificity 87.5%). Thus, these 4 biomarkers should be helpful for properly diagnosing LOD.

## Introduction

Major depressive disorder (MDD) is a highly prevalent psychiatric disorder that is associated with physical impairment, medical comorbidity, and mortality worldwide [1]. A recent study measuring the global burden of disease with disability-adjusted life-years suggested that a severe episode of MDD was a top contributor to disability among a variety of non-fatal consequences of disease and injury [2]. In addition, current treatments are only partially effective, and patients have failed to respond to trials of existing antidepressant agents [3, 4]. Heterogeneous etiology and complicated pathophysiology likely contribute to such treatment resistance. However, it is also possible that part of the ineffectiveness of antidepressant therapy for patients is a result of the clinician’s misdiagnosis and unnecessary administration of medication [5–8], as the current diagnosis of MDD is based on the evaluation of symptoms and relies on clinical interviews. Therefore, the clinician’s experience and training are essential to the appropriate treatment of MDD. Objective markers will further aid accurate diagnosis, disease classification, and outcome evaluation for MDD treatment. To date, however, there is no accepted and available objective marker, and discovery of such a marker is a top priority of research [9]. Recently, the search for biomarkers of psychiatric disorders, including MDD, has been facilitated by the examination of genes expressed in patients’ blood cells [10–14]. Blood can be obtained during a clinically relevant time window [15–18], which confers the advantage of identifying biomarkers of mood disorders [19–21].

Accumulating evidence indicates that depressive symptoms and characteristics differ by the age at onset of the first depressive episode in MDD patients, although the cut-off age is different between studies [22–29]. Patients with early-onset MDD (EOD; approximate age at onset < 25 years) demonstrate more severe depressive symptoms, higher rates of recurrence and Axis I psychiatric comorbidity, higher risk of suicide, and greater family history of mood disorders than patients with late-onset MDD (LOD; approximate age at onset > 50 years). LOD is also often associated other illnesses late in life, such as menopausal syndrome, low bone mineral density, insulin resistance, or cerebrovascular diseases rather than genetic risk [29]. The treatment response to antidepressant agents might also differ according to the age at onset in MDD patients; for instance, the antidepressant effect of escitalopram, a selective serotonin reuptake inhibitor (SSRI), is positively associated with age at onset in MDD patients with alcohol dependence [30], although conflicting results have also been reported [31]. Subtyping of elderly patients with MDD into EOD or LOD will be beneficial for psychiatric care, including adequate treatment and social support, and should alert clinicians to an increased risk of suicidality in the case of EOD. The transcriptomic marker of EOD has been reported from blood cells in young (15–19 years) patients with MDD [32]. In addition, genetic variants of AKT1 and AKT-1 binding protein have been found in LOD patients with mild cognitive impairment [33], although the transcriptomic marker of LOD has never been investigated.

The aim of the current study was to identify LOD biomarkers from the gene expression patterns of patients’ blood cells. The candidate genes were cross-matched with differentially expressed genes in the blood of an animal model of depression to select potential biomarkers because the use of transcriptomic information from animal models of psychiatric disorders has been successful in identifying potential biomarkers in human psychiatric disorders, including depression [10, 32, 34]. The discriminability of the potential candidate genes was validated in an independent cohort, and the recruitment of these subjects was conducted in an independent hospital in a different location from the first cohort.

## Material and Methods

### Participants (first cohort)

Patients with MDD who were receiving treatment at the Department of Psychiatry and Neuroscience at Gunma University Hospital were recruited. Elderly (age ≥50 years) outpatients and inpatients with MDD (n = 36) corresponding to a DSM-IV diagnosis of the melancholy type of MDD episodes were studied. Among these patients, 18 participants met the criteria for LOD (age at onset ≥50 years) with or without a remitted state and no psychiatric comorbidities, as evaluated with the Mini International Neuropsychiatric Interview (MINI) version 5, which is a structured diagnostic psychiatric interview for the DSM-IV. In addition, 4 participants (2 males and 2 females) met the criteria for EOD (age at onset < 30 years) with depressed state and no psychiatric comorbidities. All participants were recruited from March 2012 to November 2012. No participants had current endocrine disease, epilepsy, a history of head trauma with loss of consciousness, current or previous neurologic disease, a family history of hereditary neurologic disorders, or a current medical condition (e.g., active liver disease, kidney problems, or respiratory problems). Two depressed patients with LOD reached a remitted state during the study period, and they were also included as remitted patients with LOD. The depressive state was measured using the Structured Interview Guide for the Hamilton Depression (SIGH-D) rating scale. Syndromal remission was defined as a stage in which a participant did not meet the diagnosis of a MINI major depressive episode for a period of 2 consecutive months and had a SIGH-D score of less than 8.

Twelve healthy individuals were also recruited. The mean age and gender composition of the healthy individual group was matched to the groups of the LODs and EODs. Exclusion criteria for the healthy control group included a history of psychiatric illness (based on the MINI), a history of psychiatric treatment (antidepressants, anxiolytics, or antipsychotics), and a family history of psychiatric illness or treatment. The participants underwent the mini-mental state examination (MMSE) to evaluate their cognitive performance, but two patients with current LOD declined MMSE testing.

This study was performed in accordance with the Helsinki Declaration, as revised in 1989, and was approved by the Institutional Review Board of the Gunma University Hospital (Permit number: 899). All the participants received complete information on this study and signed an informed consent document.

### Participants (validation cohort)

Patients with MDD who were receiving treatment at the Department of Neuropsychiatry at Yamaguchi University Hospital were recruited. All the participants were recruited from March 2012 to August 2013. Elderly (age ≥ 50 years) outpatients and inpatients who had MDD (n = 54) with melancholic features, as defined by the DSM-IV, and no psychiatric comorbidities were studied. Among these patients, 26 participants met the criteria for LOD (age at onset ≥ 50 years) with or without a remitted state. No participants had current endocrine disease, epilepsy, a history of head trauma with loss of consciousness, current or previous neurologic disease, a family history of hereditary neurologic disorders, or a current medical condition (e.g., active liver disease, kidney problems, or respiratory problems). The depressive state was assessed using the SIGH-D. Depressed patients showed a score of greater than 18 on the SIGH-D and met the DSM-IV criteria for a major depressive episode (n = 23). The remitted patients had a score of less than 8 on the SIGH-D and met the DSM-IV criteria for full remission. Five patients who were enrolled in a depressive state reached a remitted state during the study period and were included as patients with depression in a remitted state. The participants underwent MMSE scoring, but 17 patients with current LOD declined MMSE testing.

This study was performed in accordance with the Helsinki Declaration, as revised in 1989, and was approved by the Institutional Review Board of Yamaguchi University Hospital (Permit number: H23-153). All the participants received full information on this study and signed an informed consent document before participation.

### RNA extraction from human blood

Blood samples were obtained between 9:00 and 12:00. Total RNA was extracted using a QIAmp RNA Blood Mini Kit (QIAGEN K.K., Tokyo, Japan) according to the manufacturer’s instructions. The eluted samples were processed with the standard method of ethanol precipitation, and the RNA pellet was dissolved in RNase-free water. The RNA quantity and quality were assessed using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA) and an Agilent Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) as recommended.

### Animals

Female C57BL/6J mice (8 weeks of age) were purchased from Charles River Laboratories Japan, Inc. (Kanagawa, Japan). The animals were housed with 4–6 mice per cage (16.5 × 27 × 12.5 (H) cm) and had free access to food and water. The animal room was maintained at 22 ± 3°C with a 12-h light-dark cycle (lights on at 6:00, lights off at 18:00). The mice were acclimatized to the laboratory environment for 1 week and then were bilaterally ovariectomized (OVX) or underwent a sham operation under sodium pentobarbital (50 mg/kg, i.p.) anesthesia. All behavioral observations and blood samplings were performed between 10:00 and 16:00 each day. This study was performed in accordance with the Guidelines for Animal Experimentation at Gunma University Graduate School of Medicine and were approved by the Gunma University Ethics Committee (Permit number: 12–006). Every effort was made to minimize the number of animals used, and their suffering.

### Chronic ultra-mild stress (CUMS) procedure

Two weeks after the OVX surgery, the CUMS procedure was initiated. The mice were exposed to CUMS for 6 weeks in accordance with our previous report [35]. Three stressors were used in this study. For the first stressor, two of five diurnal stressors were delivered over a 1-h period in the morning and over a 2-h period in the evening, with a 2-h stress-free period between the two stressors. The five diurnal stressors included cage tilt (45°), small cage restriction (9.5 cm × 17 cm × 10.5 (H) cm), switching to the home-cage of another group, a soiled cage (50 ml of water in sawdust bedding), and odor (50% acetic acid). The second stressor consisted of four nocturnal stressors applied between 16:00 h and 10:00 h, including one overnight period with difficult access to food, one overnight period with the lights on, one overnight period with a 45° cage tilt, and one overnight period in a soiled cage. For the third stressor, a reversed light/dark cycle was used from Friday evening to Monday morning. This procedure was scheduled over a 1-week period and was repeated six times. The non-stressed mice were handled weekly to clean the sawdust bedding. The health of animals were monitored weekly in non-stressed mice and every weekday in stressed mice. There was no unexpected death in this study.

### Behavioral tests of mice

One day after CUMS cessation, the following behavioral tests were conducted. A forced swimming test was administered in which each mouse was placed in an acrylic cylinder (22 cm in height, 11.5 cm in diameter) containing 15 cm of water at room temperature (22 ± 3°C). The cylinder was placed in an isolation box. The behavior of each mouse was recorded for 5 min using a CCD camera connected to a personal computer and analyzed using ImageJ PS1 (O’Hara & Co., Ltd., Tokyo, Japan), which is a modified software package that is based on the public domain ImageJ program (developed at the U.S. National Institutes of Health and available at http://rsb.info.nih.gov/ij).

An open-field test was administered in which each mouse was placed in the center of an open-field apparatus (50 cm × 50 cm × 40 (H) cm) that was illuminated by light-emitting diodes (30 lux at the center of the field) and allowed to move freely for 5 min. The time spent in the central area of the field (36% of the field) was recorded as the index of interest. The data were collected and analyzed using ImageJ OF4 (O’Hara & Co., Ltd.), which is modified software that is also based on the public domain ImageJ program.

The mice were also administered an elevated plus-maze test in which each mouse was placed onto the central platform so that it faced an enclosed arm. The observation started immediately thereafter and lasted for 5 min. The apparatus consisted of a plus-shaped maze that was elevated 40 cm from the floor and that was composed of two open arms (25 cm × 5 cm) and two enclosed arms (25 cm × 5 cm) that were arranged so that the arms of the same type were opposite each other. The behavioral testing was conducted in a darkened, sound-proof room, and the maze was lit obliquely from above to provide 15 lux to every part of the maze. The number of whole body entries (all four paws) made into each arm and the total path length were recorded automatically and analyzed using ImageJ EP (O’Hara & Co., Ltd.). The total path length and the percentage of time spent in the open arms were calculated.

### RNA extraction from mouse blood

Mouse blood (300 μl) was collected under pentobarbital anesthesia (50 mg/kg, i.p.) via the vena cava between 9:00 and 12:00. Then, the brain was also obtained, but it was used for subsequent study. 

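RNA of the medial prefrontal cortex (mPFC) was measured on 24 one-colour Agilent mouse expression arrays, 6 from each of 4 groups: sham-operated mice without stress (control mice), ovariectomized mice without stress (OVX mice), sham-operated mice exposed to CUMS (CUMS mice) and ovariectomized mice exposed to CUMS (OVX+CUMS mice). By the sample labels, the blood and mPFC arrays with the same group and number come from 1 mouse. The authors' files give the background-subtracted intensity of each spot in arbitrary units, and a table of values normalized by the authors in log2 units. The intensities were taken to log2 here, the spots of a probe were averaged, and the 75th percentile of each array was subtracted. Before this shift, the 75th percentile of the mPFC arrays was 651 ± 32.5 (SD, n = 6) in control mice, 620.3 ± 10.2 in CUMS mice, 612 ± 15.0 in OVX mice and 604 ± 24.6 in OVX+CUMS mice. Between 31556 and 38067 probes per mPFC array were well above background, with medians of 36151 in control mice, 34753.5 in CUMS mice, 33185 in OVX mice and 33772.5 in OVX+CUMS mice. The number of arrays, not a count of reads, limits the precision. The SD of the log2 difference between any pair of mPFC arrays of 1 group lay between 0.188 and 0.471. The arrays lay on 3 slides of 8. Slide 1 held 6 control and 2 CUMS arrays, slide 2 held 4 CUMS and 4 OVX arrays, and slide 3 held 2 OVX and 6 OVX+CUMS arrays. On all 24 mPFC arrays, 28358 probes were detected by the rule used for blood, and 17544 of them were detected in blood as well.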

The blood was immediately heparinized and centrifuged (1,000 ×*g*, 2 min). The total RNA in the pellet was extracted using the GeneJet Whole Blood RNA Purification Mini Kit (Thermo Fisher Scientific Inc.) according to the manufacturer’s instructions. The RNA quantity and quality were determined using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific Inc.) and an Agilent Bioanalyzer (Agilent Technologies) as recommended.

### Microarray

The total RNA was amplified and labeled with Cyanine 3 (Cy3) using an Agilent Low Input Quick Amp Labeling Kit, one-color (Agilent Technologies), according to the manufacturer’s instructions. Briefly, 100 ng of total RNA was reverse-transcribed to double-stranded cDNA using a poly dT-T7 promoter primer. The primer, template RNA, and quality-control transcripts of known concentration and quality were first denatured at 65°C for 10 min and then incubated for 2 h at 40°C with 5× first-strand buffer, 0.1 M dithiotreitol, 10 mM dNTP mix, and AffinityScript RNase Block Mix. The AffinityScript enzyme was then inactivated at 70°C for 15 min. The cDNA products were used as templates for the in vitro transcription to generate fluorescent cRNA. The cDNA products were mixed with a transcription master mix in the presence of T7 RNA polymerase and Cy3-labeled CTP and incubated at 40°C for 2 h. The labeled cRNAs were purified using QIAGEN’s RNeasy mini spin columns and eluted in 30 μl of nuclease-free water. After amplification and labeling, the cRNA quantity and cyanine incorporation were determined using a NanoDrop ND-1000 spectrophotometer and an Agilent Bioanalyzer.

For each hybridization, 600 ng of Cy3-labeled cRNA was fragmented and hybridized at 65°C for 17 h to the Agilent SurePrint G3 Human GE 8×60K v2 Microarray (Design ID: 039494) and the Agilent SurePrint G3 Mouse GE 8×60K Microarray (Design ID: 028005). After washing, the microarrays were scanned using an Agilent DNA microarray scanner.

The intensity values of each scanned feature were quantified using Agilent feature extraction software version 10.7.3.1, which performs background subtractions. Normalization was performed using Agilent GeneSpring GX version 11.0.2 (per chip: normalization to the 75^th^ percentile shift; per gene: none). The probes that were declared as “present” in all the assayed samples and that displayed a raw intensity value above 50 in at least 2 samples were used for the following statistical analyses.

Information concerning our data was submitted to the Gene Expression Omnibus, with accession numbers GSE76826 (human) and GSE72262 (mouse).

### Real-time quantitative PCR (RT-qPCR)

The expression level of each candidate gene in the microarray was confirmed using RT-qPCR. The cDNA was synthesized using a PrimeScript RT reagent kit (Takara Bio Inc., Shiga, Japan) with oligo dT primers and 500 ng of total RNA. The synthesized cDNA was mixed with SYBR Premix Ex Taq II (Takara Bio Inc.) and specific primers. Amplification was performed with 50 cycles, each at 95°C for 3 s and at 60°C for 30 s, in an RT-qPCR system (StepOnePlus Real-Time PCR System, Applied Biosystems Japan Ltd., Tokyo, Japan). We chose ribosomal protein S29 (*RPS29*) as the reference gene [36]. Sequences of the primers used for PCR are listed in S1 Table.

### Statistics

Significant differences in the demographic data from the first cohort were analyzed by one-way analysis of variance (ANOVA) with a Bonferroni multiple comparison test. Significant differences between two groups in the validation cohort were determined with an unpaired *t*-test (Student’s *t*-test or Welch’s *t*-test). Differences in sex composition were analyzed using Fisher’s exact test. Statistical significance was defined as a *p*-value less than 0.05.

For the microarray data in humans, the differences in gene expression between the groups were determined by principal component analysis (PCA) and one-way ANOVA. In the one-way ANOVA, a Benjamini-Hockberg false discovery rate (FDR) less than 0.05 was considered significant. Differentially expressed genes between groups were determined by a post-hoc Tukey’s honestly significant difference (HSD) test (*p* < 0.05).

In the RT-qPCR, the amounts of the target genes were calculated with ΔΔcycle threshold (Ct) analysis. Significant differences were determined by one-way ANOVA followed by a post-hoc Tukey’s HSD test in the first cohort and by an unpaired *t*-test (Student’s *t*-test or Welch’s *t*-test) in the validation cohort. The difference between the Ct value of the target gene and the control gene in RT-qPCR, i.e., the ΔCt value, was used as an individual parameter to determine the receiver-operating characteristic (ROC) curves. The highest Youden index and the area under the curve were calculated from the ROC curves for each gene, and the discriminatory cut-off points were determined. Sensitivity represented the true positive rate in the group of depressed patients with LOD in the data set. Specificity represented the true negative rate in the non-depressed group.

Significant differences in animal behaviors were determined by two-way ANOVA followed by a Bonferroni test. For the microarray data in animals, the factorial effects on gene expression levels were determined by two-way ANOVA (Benjamini-Hockberg FDR < 0.05). One-way ANOVA (Benjamini-Hockberg FDR < 0.05) followed by Tukey’s post-hoc HSD test (*p* < 0.05) was conducted to determine the differentially expressed genes specific to OVX+CUMS mice.

## Results

The demographic data of the first cohort study are shown in Table 1. No significant difference was found in the mean age, sex composition, or MMSE scores between the depressed patients with LOD (DPs; n = 10), the remitted patients with LOD (RMs; n = 10), and the healthy controls (HCs; n = 12). The SIGH-D scores were significantly higher in the DPs than in the HCs and RMs. The age at onset did not differ between the DPs and RMs.

**Table 1:** Demographic data of the participants in the first cohort.

	Age (y)	Age at onset (y)	Sex (M/F)	SIGH-D	MMSE
HC	62.5 ± 2.7	-	5/7	3.3 ± 0.6	27.8 ± 0.9
DP	69.3 ± 4.0	61.0 ± 2.9	4/6	23.4 ± 3.3^a^	26.5 ± 0.9
RM	73.6 ± 3.4	64.1 ± 2.9	5/5	3.3 ± 0.5^b^	27.8 ± 0.6

The data represent the means ± SE.

^a^*p* < 0.01 vs. HC group.

^b^*p* < 0.01 vs. DP group (Bonferroni test).

The genome-wide expression of mRNA in blood cells was studied with microarray analysis, and 23,671 detected probes were scored with PCA. The distributions of the PCA scores in the DPs, RMs, and HCs were fairly well separated (Fig 1A). The distributions of the PCA scores in the two sexes were largely similar (Fig 1B). One-way ANOVA with multiple comparison analysis revealed that the expression of 3,066 probes was significantly different in the DPs compared with the HCs and in the RMs compared with the DPs, but not in the RMs compared with the HCs, indicating that the expression of these genes was state-dependently changed (S2 Table).

**Fig 1:**
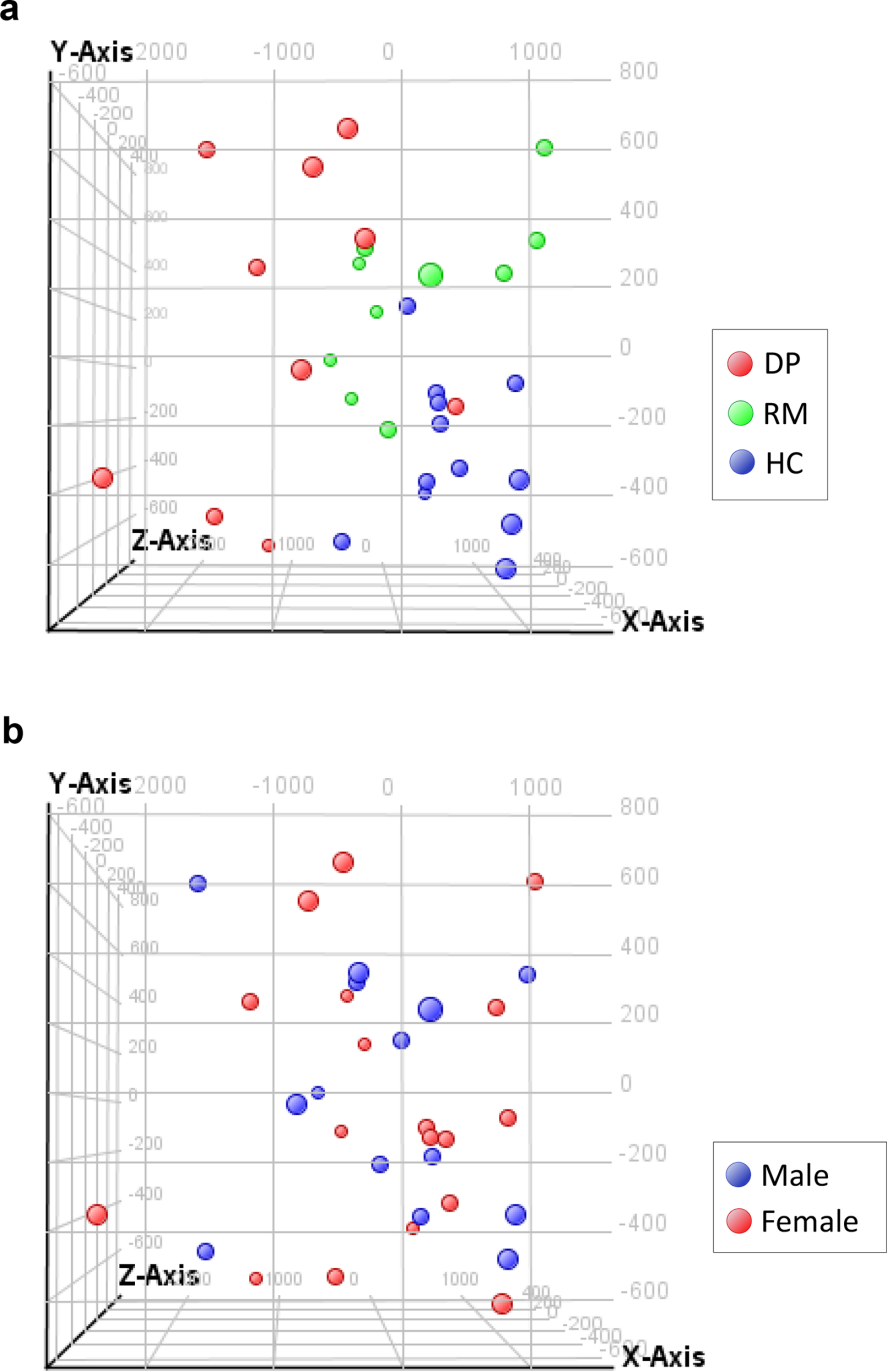
Gene expression profiles in humans in the first cohort. A total of 23,671 probes were examined in human blood cells. The PCA of the data set revealed that the first principal component (x-axis) explained 57.71% of the differentially expressed genes, the second principal component (y-axis) explained 26.15%, and the third principal component (z-axis) explained 16.14%. Each dot corresponds to an individual PCA score and is colored according to the state (a) and sex (b).

To select the potential candidate biomarkers from the 3,066 probes, we next cross-matched the differentially expressed genes in the blood samples from the animal model of depression because use of transcriptomic data in animal models of depression have successfully identified potential biomarkers in human depression [10, 32]. To our knowledge, however, there is no accepted animal model of LOD or animal model of depression using elder rodents. Instead of an LOD model, OVX female rodents are widely used as a model of menopause [37, 38], and OVX mice exposed to sub-chronic stress demonstrate abnormalities in several behavioral tasks similar to animal models of depression [39, 40], which may reflect the fact that MDD is approximately twice as prevalent among women compared with men [41]. Indeed, female patients with MDD in menopause would be included in the current LOD category. Therefore, in this study, OVX mice exposed to the CUMS (OVX+CUMS mice) were used as a tool to select potential candidate biomarkers.

Before the examination of gene expression in mice, we used several behavioral tests to validate the induction of emotional changes caused by OVX and CUMS. The schedule of CUMS is shown in Table 2.

**Table 2:** Weekly schedule of the CUMS protocol.

	Mon.	Tue.	Wed.	Thu.	Fri.	Sat.	Sun.
**10:00–11:00 (1h)**	small cage	cage switch	cage tilt	order	small cage	reversed light/dark cycle	reversed light/dark cycle
**13:00–15:00 (2h)**	order	soiled cage	small cage	cage switch	cage tilt	reversed light/dark cycle	reversed light/dark cycle
**16:00–9:00 (overnight)**	difficult access to food	light on	cage tilt	soiled cage	reversed light/dark cycle	reversed light/dark cycle	reversed light/dark cycle

The CUMS exposure was started 2 weeks after the OVX surgery. The weekly schedule of CUMS was repeated six times. One day after CUMS cessation, the behavioral tests and the blood sampling were conducted.

In the forced swimming test, a two-way ANOVA showed significant effects of CUMS [F(1, 92) = 4.314; *p* < 0.05] and OVX [F(1, 92) = 5.779; *p* < 0.05], but not a CUMS×OVX interaction [F(1, 92) = 1.304; *p* = 0.26]. Post-hoc comparisons revealed that CUMS significantly increased the duration of immobility in mice when the mice were subjected to OVX (Fig 2A). In the open-field test, a two-way ANOVA revealed that the time spent in the center was significantly affected by CUMS [F(1, 30) = 4.614; *p* < 0.05], OVX [F(1, 30) = 9.896; *p* < 0.01] and the CUMS×OVX interaction [F(1, 30) = 5.476; *p* < 0.05]. Post-hoc comparisons revealed that CUMS significantly decreased the time spent in the center when the mice were subjected to OVX (Fig 2B). In the elevated plus-maze test, a two-way ANOVA revealed that the time spent in the open-arms was significantly affected by CUMS [F(1, 35) = 7.601; *p* < 0.01], but not by OVX [F(1, 35) = 1.791; *p* = 0.19] or the CUMS×OVX interaction [F(1, 35) = 2.680; *p* = 0.11]. Post-hoc comparisons revealed that OVX significantly decreased the time spent in the open-arms in non-stressed mice (Fig 2C). In addition, CUMS significantly decreased the time spent in the open-arms in sham-operated mice (Fig 2C). The total distance traveled by mice in the elevated plus-maze was neither affected by CUMS [F(1, 35) = 0.376; *p* = 0.54], OVX [F(1, 35) = 1.369; *p* = 0.25] nor the CUMS×OVX interaction [F(1, 35) = 0.901; *p* = 0.35] (Fig 2D). These results indicate that OVX mice exhibited marked emotional changes when they were subjected to the CUMS.

**Fig 2:**
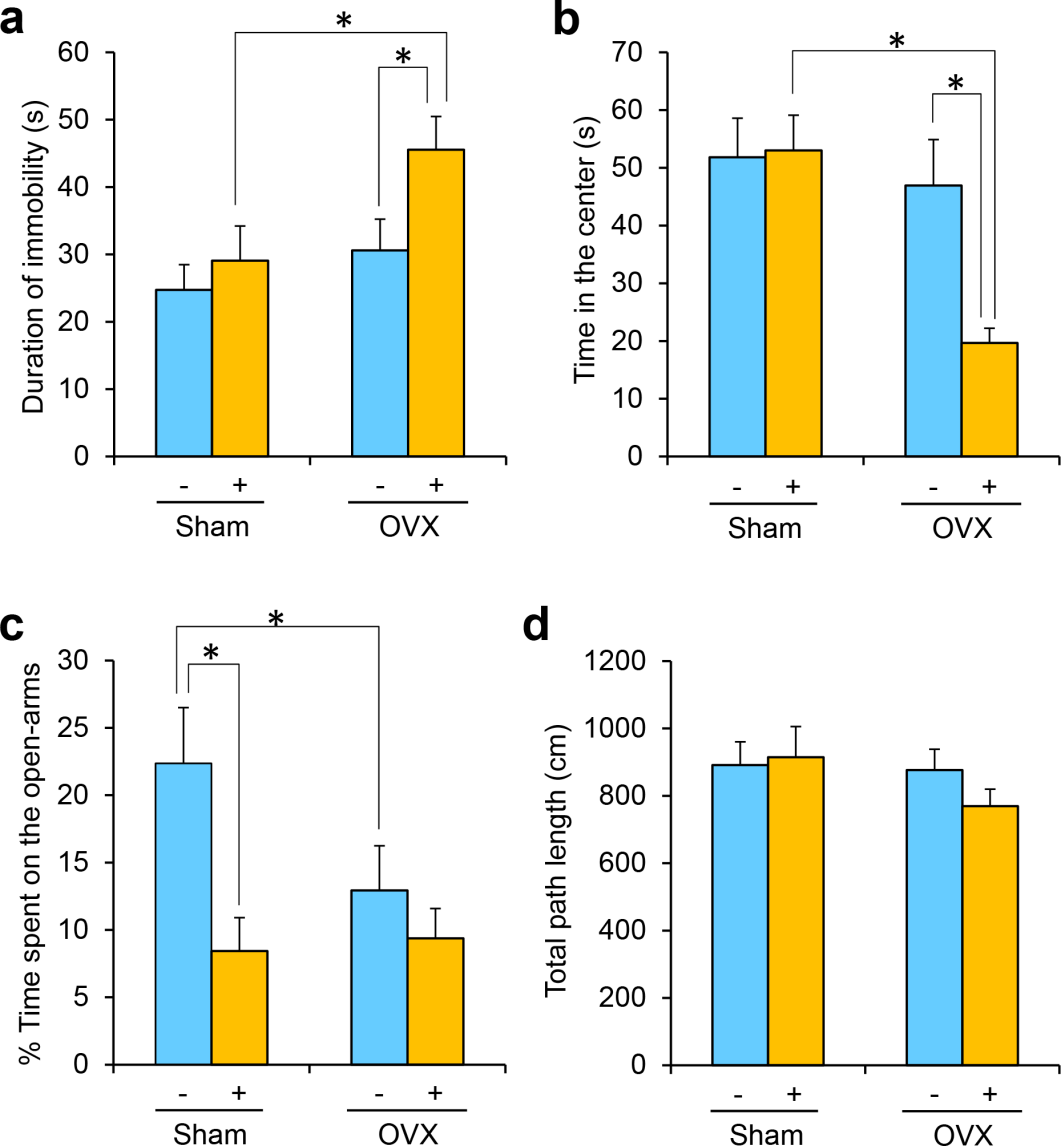
Emotional behaviors in the model mice. (a) The duration of immobility in the forced swimming test (n = 24 per group). (b) The time spent in the center field in the open-field test (n = 9 non-stressed sham mice, n = 8 non-stressed OVX mice, n = 8 sham+CUMS mice, and n = 9 OVX+CUMS mice). (c) The percentage of time spent on the open-arms, and (d) the total distance traveled in the elevated plus-maze test (n = 10 non-stressed sham mice, n = 10 non-stressed OVX mice, n = 9 sham+CUMS mice, and n = 10 OVX+CUMS mice). Non-stressed groups are represented by “—”, and CUMS-treated groups are represented by “+”. The data are displayed as the means + SEs. Significant differences between the groups are represented by “*” (*p* < 0.05, post-hoc Bonferroni test).

The expression of mRNA in the blood samples of these four groups of mice was studied using microarray analysis (n = 6 in each group). 

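The RNA of the blood cell pellet of each mouse was hybridized to an array of 62976 spots, of which 3671 were controls; the remaining spots held 55681 different probes. The authors' scanner files hold the background-subtracted intensity of every spot in arbitrary units, with the quality marks of the Feature Extraction software. Spots marked there as uneven or as outliers among their copies, 111 to 206 per blood array apart from controls, were left out. The log2 intensity minus the 75th percentile of the array was within 0.001 of the authors' normalized log2 value, up to 1 constant per array, for 100.0% of the 55249 probes with a single spot. The 75th percentile itself was 109.9 ± 17.9 (SD, n = 6) in control mice, 86.3 ± 19.9 in CUMS mice, 144 ± 29.8 in OVX mice and 126 ± 14.3 in OVX+CUMS mice. On the log2 scale, the group means of the 75th percentile spanned 0.75, whereas those of the spike-in probes, which are added before labelling, spanned 0.27. Probes well above background numbered 28123 to 30946 in control mice (median 29731), 23602 to 29404 in CUMS mice (29141.5), 30493 to 34857 in OVX mice (30900.5) and 30182 to 32594 in OVX+CUMS mice (31381). The scanning software marked 3 of the 6 control arrays and all 18 other blood arrays for evaluation, and none of the mPFC arrays. The SD of the log2 difference between any pair of arrays of 1 group was 0.23 to 0.565 in control mice, 0.339 to 0.887 in CUMS mice, 0.272 to 0.592 in OVX mice and 0.349 to 0.664 in OVX+CUMS mice. The blood arrays had the slide layout of the mPFC arrays. Control and OVX+CUMS mice therefore shared no slide, and a slide can be told from a group only through the CUMS arrays on slides 1 and 2 and the OVX arrays on slides 2 and 3. Effects of OVX, of CUMS and of their interaction were tested on all 24 arrays with a factorial model in limma (two-sided, Benjamini-Hochberg adjusted p under 0.05).

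**Figure D1:**
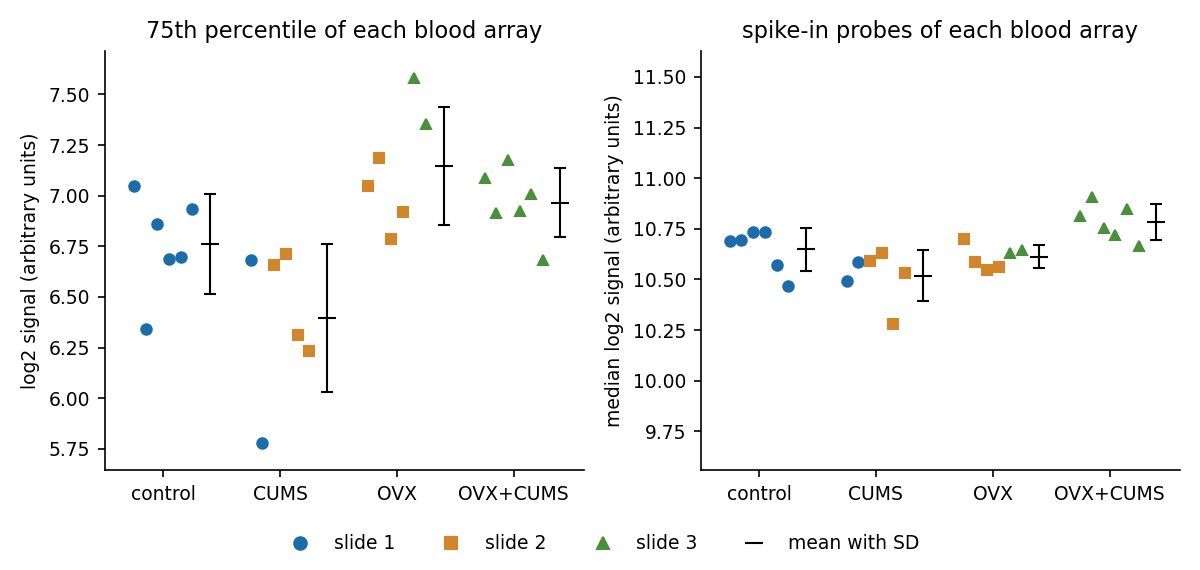
The 75th percentile (left) and the median spike-in signal (right) of each blood array, both as log2 of the signal in arbitrary units, by group (6 arrays each, marker shape by slide, bar for the mean with SD). OVX mice average 7.15 on the left, against 6.76 in control mice, and 10.61 on the right, against 10.65.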

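A probe was taken as detected when its signal was positive and significant and well above background, with no outlier mark, on each of the 24 blood arrays, and above 50 on at least 2 of them. Of the 55681 probes, 21700 met the first condition and 20767 met both. Asking for detection on all 48 arrays of both tissues moved this number most, to 18142, and the call that the signal is positive and significant, used alone in place of both marks, gave 23239. With 1 array left out at a time, the number lay between 20657 and 22450, the latter without CUMS replicate 2, the dimmest blood array.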

In total, 23,561 probes were detected in the blood of mice. Among them, two-way ANOVA revealed that the expression levels of 12,536 probes and 10,917 probes were significantly altered by OVX and CUMS, respectively. 

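OVX changed the signal of 11447 of the 20767 detected probes (limma, adjusted p under 0.05), with 5696 higher and 5751 lower in OVX and OVX+CUMS mice than in control and CUMS mice. CUMS changed 10072 probes, 3963 of them higher and 6109 lower in CUMS and OVX+CUMS mice. Without adjustment, 12771 and 11799 probes had a p under 0.05. The median absolute change of the called probes was 0.42 on the log2 scale for OVX and 0.37 for CUMS, and 316 and 108 of them changed by more than 1. Gm7167 (log2 change 1.76), 5430431A17Rik (1.52) and Rhox8 (1.49, standard error 0.26, adjusted p = 0.000225 from limma) rose most with OVX, and Mc3r (-1.62), H2bu2 (-1.56) and Rtp2 (-1.50, standard error 0.27, adjusted p = 0.000256 from limma) fell most. For CUMS, the largest rises were those of 1700019D03Rik (1.52), Pax7 (1.47) and Gm7167 (1.45), and the largest falls those of Cirbp (-0.94, standard error 0.13, adjusted p = 0.00041 from limma), Zfp318 (-0.74) and Mcoln2 (-0.72). Both effects were called for 6137 probes, and their directions were opposite in 5713 of these. With slide as a block, the setting that moved the OVX result most, limma called 0 probes for OVX (1317 at an unadjusted p under 0.05) and 10317 for CUMS, of which 7455 were among the 10072. Gm7167 then changed by -0.06 with OVX. In data simulated without slide differences the block also gave 0 probes for OVX in 20 of 100 simulations. The comparison within slide 2, of 4 CUMS with 4 OVX arrays, called 11312 probes, 5314 higher and 5998 lower in CUMS mice. Within slide 1, 2 CUMS arrays against 6 control arrays gave 0 probes in limma (7501 unadjusted), and within slide 3, 6 OVX+CUMS arrays against 2 OVX arrays gave 1 probe (6748 unadjusted). Arrays of 1 condition on different slides also differed, in 1404 probes for CUMS mice and in 705 for OVX mice. The directions are relative to the 75th percentile of each array. A shift by the spike-in probes, chosen after the data were seen, moved the median change of all detected probes to 0.41 for OVX and to -0.33 for CUMS. On that scale 12221 probes were called for OVX, 10832 higher and 1389 lower, and 9540 for CUMS, 501 higher and 9039 lower.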

Only 10 probes were significantly altered in their expression levels by the CUMS×OVX interaction. 

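The interaction, the effect of CUMS in ovariectomized mice less that in sham-operated mice, had an adjusted p under 0.05 in limma for 294 probes, 267 above and 27 below 0, and an unadjusted p under 0.05 for 3571. The largest positive values were those of Usp15 (2.91, standard error 0.61, adjusted p = 0.0436 from limma), Gm9372 (2.76, standard error 0.56) and BC062258 (2.73, standard error 0.63), and the largest negative values those of 4930471M09Rik (-1.22), Pdlim4 (-1.20) and Sdccag8 (-0.97). The normalized log2 signal of Usp15 was 1.54 ± 0.50 (SD, n = 6) in control mice, 0.42 ± 1.28 in CUMS mice, -0.58 ± 0.80 in OVX mice and 1.21 ± 0.30 in OVX+CUMS mice. Within the CUMS mice it averaged 2.02 on slide 1 and -0.38 on slide 2, and within the OVX mice -1.09 on slide 2 and 0.44 on slide 3. Gm9372 differed between the slides of 1 condition in the same way, with 1.01 and -0.93 in CUMS mice and -0.55 and 1.46 in OVX mice. With slide as a block, limma called 0 probes (208 unadjusted), and BC062258 had an interaction of -0.04. With the spread of each probe alone in place of the moderated one, as in the paper's methods, 12 probes were called, 3 above and 9 below 0, and 10 of them were among the 294. Leaving out 1 array at a time gave between 0 probes (without control replicate 1, for example) and 2026 probes (without CUMS replicate 2), and 19 of the 24 fits gave 0 in limma, with 2985 to 3663 probes at an unadjusted p under 0.05.

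**Figure D2:**
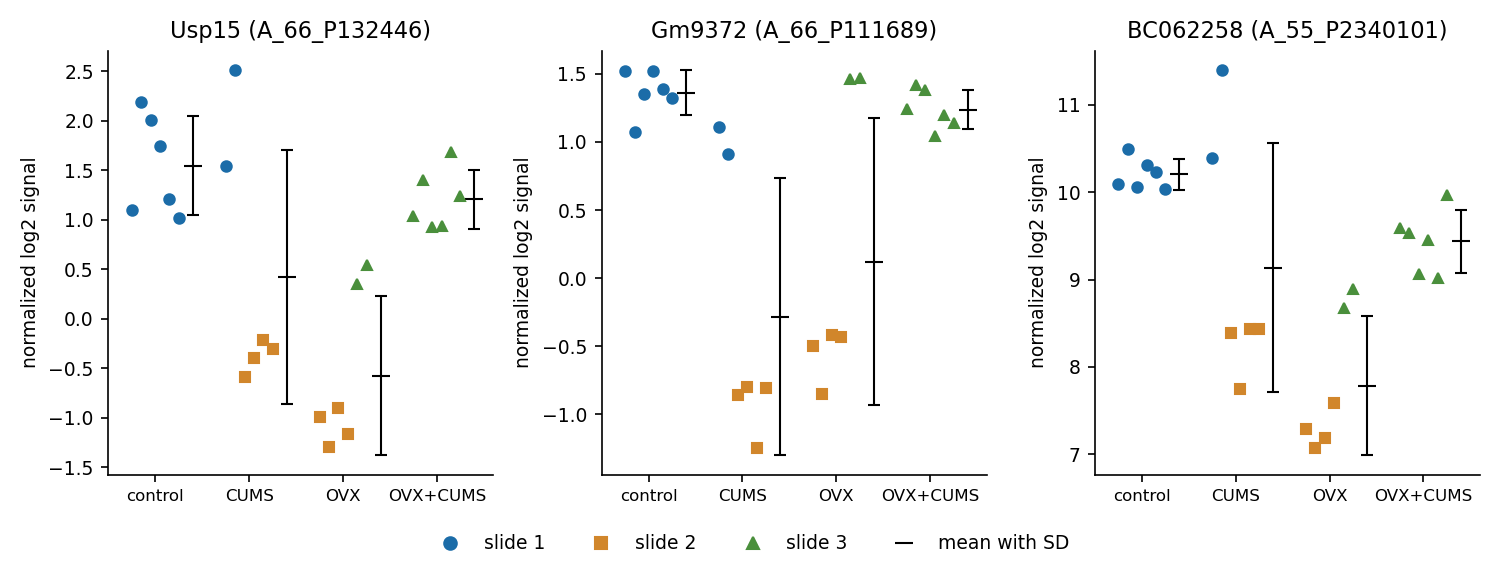
Normalized log2 signal of the 3 probes with the largest positive interaction (Usp15, Gm9372 and BC062258) on each blood array, by group (6 arrays each, marker shape by slide, bar for the mean with SD). For Usp15 the 4 CUMS arrays on slide 2 average -0.38 and the 2 on slide 1 average 2.02.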

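The 294 probes with an interaction made up 1.4% of the probes tested, against 55.1% for OVX and 48.5% for CUMS. The median standard error was 0.23 on the log2 scale for the interaction and 0.11 for each main effect.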

Because the effect of the CUMS×OVX interaction on the expressed gene levels in the blood of mice was small, and we did not find the candidate gene from the state-dependent 3,066 probes, we next determined the differentially expressed genes in the OVX+CUMS mice (but not in the non-stressed OVX mice or the sham-operated CUMS-treated mice). As a result, the expression levels of 637 probes were significantly changed in the OVX+CUMS mice, but not in the non-stressed OVX mice or the sham-operated CUMS-treated mice, compared with the control (sham-operated non-stressed) mice. 

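The rule of the paper's methods, with a moderated F test over the 4 groups in limma followed by Tukey's comparison, called 554 of the 20767 detected probes specific to the OVX+CUMS mice, 275 with higher and 279 with lower signal than in control mice. The F test passed for 15135 probes. Tukey's comparison with control mice then passed for 2168 probes in OVX+CUMS mice, 5218 in OVX mice and 5485 in CUMS mice. 4930480K23Rik (1.80), Igfbp6 (1.76) and Ybey (1.56, standard error 0.24, adjusted p = 0.000246 from limma) had the largest rises among the specific probes. Phf1 (-1.53), Mrvi1 (-1.06) and Phc3 (-1.06) had the largest falls among them. For the same difference, limma gave an adjusted p of 0.0025 for 4930480K23Rik, 0.0553 for Igfbp6, 0.0555 for Phf1, 0.0503 for Mrvi1 and 0.0474 for Phc3. Over the alternatives other than leaving out 1 array, the Ybey rise lay between 0.04 and 1.62. In Igfbp6 the OVX+CUMS mean of 0.65 ± 1.64 (SD, n = 6) rests in part on replicate 5. This mouse had 3.97, against at most 0.35 in the other mice of its group. Without its array the Igfbp6 rise was 1.1. Of the 554 probes, 542 were also called for OVX or for CUMS in the factorial model. An interaction was present at an unadjusted p under 0.05 in 83 of them and after adjustment in 0 (limma). Tukey's comparison separated the OVX+CUMS mice from both the OVX and the CUMS mice in 72. The median log2 difference from control mice, taken in the direction of the change, was 0.514 in OVX+CUMS mice, 0.238 in CUMS mice and 0.125 in OVX mice, and the sum of the changes in the latter groups had a median of 0.315; the selection of these probes by itself favours a larger change in OVX+CUMS mice. Without the detection filter the count was 886, the largest of the alternatives. Of the scalings, normexp background correction gave 610 probes, 419 higher and 191 lower, quantile normalization 437, 282 higher and 155 lower, and the spike-in shift 342, 240 higher and 102 lower. With slide as a block it was 60, of which 5 were among the 554, and 4930480K23Rik changed by -0.54.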

The differentially expressed probes are listed in S3 Table.

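For the 15 probes by which S3 Table lists the genes later measured in patients, the normalized log2 signal of OVX+CUMS mice minus that of control mice had the direction given in S3 Table for all 15. The largest absolute difference from the paper's value, after taking its fold changes to log2, was 0.01. The copy of S3 Table used here holds 636 probe lines. The rule described above called 13 of the 15 probes. This count was 8 without control replicate 6 or OVX+CUMS replicate 5, the lowest with 1 array left out, and 5 with normexp background, 8 with quantile normalization, 1 with the spike-in shift and 0 with slide as a block. Arfrp1 (A_55_P2131522) changed by -0.23 with a Tukey p of 0.0869, from 6 mice in each group on the moderated spread of limma and not an exact test. Styxl1 (A_55_P1960743) was well above background on 23 of the 24 blood arrays and so was not tested.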

The differentially expressed genes in the patients (3,066 state-dependent probes) were cross-matched with those identified in the animal model (637 OVX+CUMS-specific probes) by reference to the gene symbols, and 14 genes were identified. 

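Of the mouse probes of the 14 genes, 5 had a higher and 9 a lower signal in OVX+CUMS mice than in control mice among the 14 that were detected. In limma 8 of the 14 had an adjusted p under 0.05 for this difference over all detected probes, and 14 when adjusted over the list alone. An exact permutation test (two-sided, 6 against 6 mice) gave a p under 0.05 for 14, and 0.00216, the smallest it can give, for several. The study chose the list on these same mice, so neither these counts nor the exact p-values are independent evidence. Cidec (A_55_P1969128; chromosome 6 of GRCm38, 113424634 to 113435760) had a normalized log2 signal of -2.07 ± 0.31 (SD, n = 6) in control mice, -1.53 ± 0.80 in CUMS mice, -1.66 ± 0.40 in OVX mice and -1.11 ± 0.27 in OVX+CUMS mice. Its difference between OVX+CUMS and control mice was 0.96 (standard error 0.27, adjusted p = 0.0287 from limma, exact p = 0.00216). Rnase1 (A_52_P249798; chromosome 14, 51145002 to 51146767) had -1.77 ± 0.30, -1.08 ± 0.75, -1.36 ± 0.75 and -0.49 ± 0.35 in the same order, a difference of 1.28 (standard error 0.31, adjusted p = 0.0122 from limma, exact p = 0.00216). Slc36a1 (A_55_P2000269; chromosome 11, 55204322 to 55236330) had -1.21 ± 0.36, -1.08 ± 0.34, -0.87 ± 0.43 and -0.12 ± 0.33, a difference of 1.10 (standard error 0.20, adjusted p = 0.00128 from limma, exact p = 0.00216). Styxl1 (chromosome 5, 135747220 to 135778424) had -2.46 ± 0.36, -1.81 ± 0.70, -1.92 ± 0.33 and -1.56 ± 0.25. All 6 OVX+CUMS mice lay above the highest control mouse for Cidec, Rnase1 and Slc36a1. These probes were dim, with a mean processed signal of 41.3 for Cidec, 58.4 for Rnase1, 73.1 for Slc36a1 and 32.4 for Styxl1. A brighter probe of Slc36a1 (A_55_P1969820, mean processed signal 786) went the other way, by -0.35 (adjusted p = 0.154 from limma, exact p = 0.00433), with 5 of 6 OVX+CUMS mice below the lowest control mouse. Among the other genes, the probes of Banp (0.53) and Rab11fip4 (0.52) rose, and Bcl11b (-0.59), Fyco1 (-0.46), Slc35f2 (-0.43), Nipal3 (-0.41), Sigirr (-0.40), Rps2 (-0.32 and -0.31), Rpl23a (-0.30) and Arfrp1 (-0.23) fell. A second detected probe of Banp (A_55_P1990879) had -0.35 (adjusted p = 0.133 from limma, exact p = 0.0195). Control and OVX+CUMS mice share no slide. With slide as a block the difference was 0.81 (standard error 0.65) for Cidec, -0.03 (0.69) for Rnase1 and 0.01 (0.41) for Slc36a1, and 0 of the 14 probes had an adjusted p under 0.05 in limma (1 unadjusted). Over all alternatives other than leaving out 1 array, the adjusted p lay between 0.00117 and 0.702 for Cidec, 0.000264 and 0.989 for Rnase1, and 0.000854 and 0.994 for Slc36a1. Leaving out 1 array at a time kept the difference of Cidec between 0.88 and 1.03, that of Rnase1 between 1.19 and 1.38 and that of Slc36a1 between 0.98 and 1.19. The adjusted p of this Cidec difference in limma was no longer under 0.05 without control replicate 1 (0.91), 4 (0.88) or 5 (0.94). The same held without OVX+CUMS replicate 1 (0.95), 4 (0.88) or 6 (0.94). By the rule for specific probes, Cidec was still called in these fits and lost that call only without CUMS replicate 4. The paper reasons that genes changed in the blood of both OVX+CUMS mice and patients are candidate markers, and takes these 14 on to RT-qPCR in patients.

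**Figure D3:**
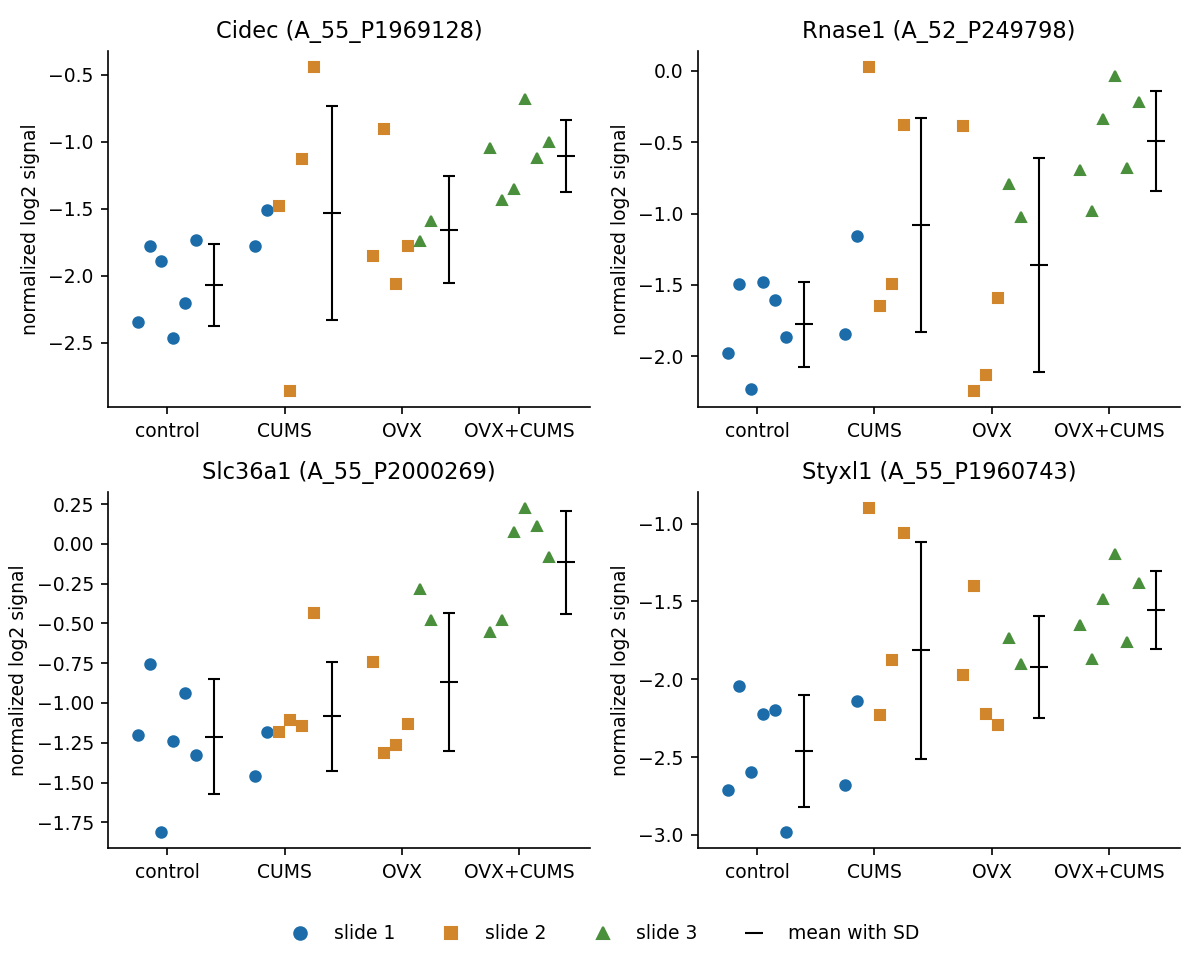
Normalized log2 signal of the S3 Table probes of Cidec, Rnase1, Slc36a1 and Styxl1 on each blood array, by group (6 arrays each, marker shape by slide, bar for the mean with SD). The 6 OVX+CUMS arrays average -1.11 for Cidec, -0.49 for Rnase1, -0.12 for Slc36a1 and -1.56 for Styxl1, each above the control mean.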

We quantitatively measured the expression levels of these 14 genes with RT-qPCR in the human samples. The mRNA levels of cell death-inducing DFFA-like effector c (*CIDEC*), solute carrier family 36 member-1 (*SLC36A1*), and serine/threonine/tyrosine interacting-like 1 (*STYXL1*) were significantly increased in the DPs compared with the HCs, and these effects were completely reversed in the RMs (Fig 3). The mRNA levels of ribonuclease 1 (*RNASE1*) were increased, although not significantly, in the DPs compared with the HCs. However, the *RNASE1* levels were significantly decreased in the RMs compared with the DPs (Fig 3). The other genes did not show state-dependent changes (S1 Fig). Thus, we selected *CIDEC*, *RNASE1*, *SLC36A1*, and *STYXL1* as candidate state-dependent biomarkers of LOD.

**Fig 3:**
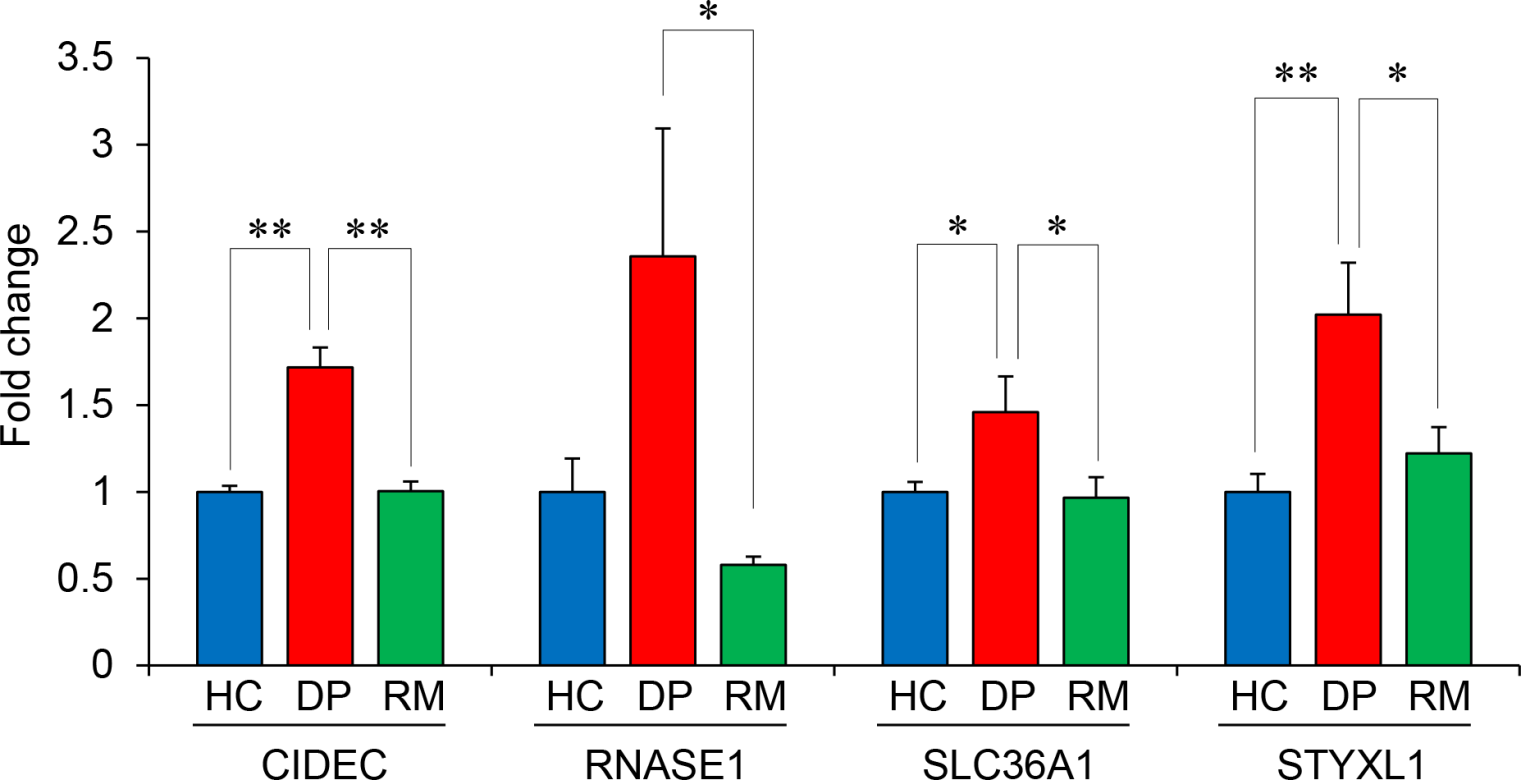
Quantitative analysis of *CIDEC*, *RNASE1*, *SLC36A1*, and *STYXL1* mRNA expression in the first cohort. The data represent the means + SEs. *p < 0.05, **p < 0.01 between the indicated groups (Tukey’s HSD test).

To evaluate the discriminability of these candidates, a validation cohort study was conducted in the Department of Neuropsychiatry at Yamaguchi University Hospital, which was a different location from that of the first cohort study. The mean age, age at onset, sex composition, and MMSE score did not differ between the DPs and the RMs (Table 3). The SIGH-D scores were significantly lower in the RMs than in the DPs (Table 3).

**Table 3:** Demographic data of the participants in the validation cohort.

	Age (y)	Age at onset (y)	Sex (M/F)	SIGH-D	MMSE
**DP**	60.9 ± 1.4	56.8 ± 1.2	9/14	24.2 ± 1.0	27.3 ± 1.1
**RM**	59.6 ± 2.7	56.3 ± 2.8	2/6	1.5 ± 0.9^a^	28.3 ± 0.8

The data represent the means ± SE.

^a^*p* < 0.01 vs. DP group (unpaired *t*-test).

RT-qPCR showed that the expression levels of the 4 genes were higher in the DPs than in the RMs, with statistically significant differences for *CIDEC*, *RNASE1*, and *SLC36A1*, but not for *STYXL1* (*p* = 0.09) (Fig 4A). These results were largely consistent with the results from the first cohort study. ROC curves were created using the data set from the validation cohort. The greatest area under the ROC curve (AUC) was obtained for the expression levels of *CIDEC*, followed by *SLC36A1*, *RNASE1*, and *STYXL1* (Fig 4B).

**Fig 4:**
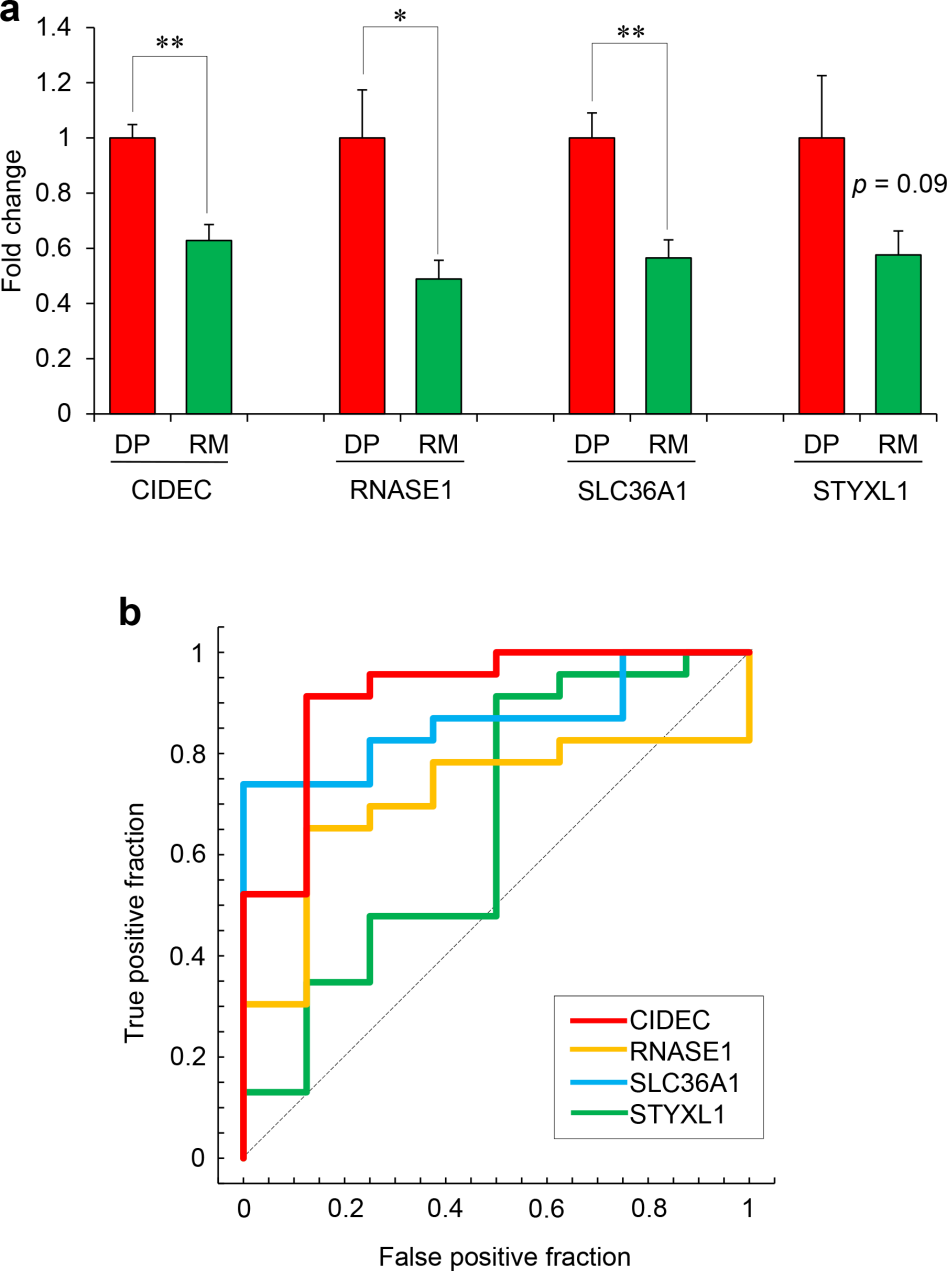
Quantitative analysis of 4 biomarker genes in the validation cohort. (a) The expression levels of the four putative biomarkers in the validation cohort. The data represent the means + SE. *p < 0.05, **p < 0.01 between the indicated groups (Tukey-HSD test). (b) The ROC curves for the ΔCt values of *CIDEC*, *RNASE1*, *SLC36A1*, and *STYXL1* in the validation cohort.

Furthermore, the expression levels of *CIDEC* showed the highest discriminability for depressed vs. non-depressed states (sensitivity 91.3%; specificity 87.5%). The values of each ROC curve in the validation cohort are summarized in Table 4.

**Table 4:** The values of each ROC curve in the validation cohort study.

	AUC	Cut-off points	Sensitivity (%)	Specificity (%)
***CIDEC***	0.9185	10.1031	91.3	87.5
***RNASE1***	0.7120	13.7514	65.2	87.5
***SLC36A1***	0.8641	9.8859	73.9	100.0
***STYXL1***	0.6576	13.8266	91.3	50.0

ΔCt values were used as an individual parameter to determine the ROC curves. The AUC and the highest Youden index (cut-off point) are calculated from the ROC curves in each gene. Sensitivity and specificity represent the true positive rate and the true negative rate, respectively.

We assessed the expression levels of the four genes in the blood cells of elder patients with EOD in the first cohort. The mean age (57.0 + 2.35 y) and MMSE scores (28.8 + 1.25) of the EODs were not different from the HCs (see Table 1). The SIGH-D scores of EODs (27.3 + 4.8) was significantly higher than the HCs (*p* < 0.05, unpaired *t*-test). RT-qPCR showed that the expression levels of the 4 genes were not different between the EODs and the HCs (S2 Fig).

## Discussion

In the current PCA, we found that the gene expression patterns in the blood cells of DPs were largely different from those in the blood cells of HCs. In addition, the gene expression patterns in the RMs was largely different from those in the DPs, but resembled that in the HCs. These results indicate that the gene expression patterns in blood cells reflect the depressive state in LOD. Depression in elder patients is a risk factor for developing dementia [29, 42]. However, the MMSE scores in the current DPs were not different from those of the HCs and RMs. Therefore, the current transcriptomic data represent the depressive state and unlikely show the influence of cognitive impairment.

In this study, we used the transcriptomic data in the blood of OVX+CUMS mice as a tool to select potential candidates from the 3,066 state-dependent probes in the patients. Before the microarray examination, we evaluated the behavioral abnormalities in the current OVX+CUMS mice and found that the OVX+CUMS mice demonstrated depression-like behavior in the forced swimming test and anxiety-like behaviors in the open-field test and the elevated plus-maze test, which are observations consistent with previous reports [39, 40]. By the microarray analysis, the expression of 637 probes was specifically altered in the blood of OVX+CUMS mice. By cross-matching between the state-dependent 3,066 genes in the human data set and the differentially expressed 637 genes in the model mice, we found 14 genes that were similarly changed between the patients and the model mice. Among them, the expression levels of *CIDEC*, *RNASE1*, *SLC36A1*, and *STYXL1* mRNA were significantly changed depending on the state of depression in the RT-qPCR analysis, which was consistent with the results of the microarray analysis. It is important to note that the high discriminability of these 4 genes into depressed or non-depressed states in patients with LOD was validated in the independent cohort. Based on these results, we propose that *CIDEC*, *RNASE1*, *SLC36A1*, and *STYXL1* mRNA expression levels in blood cells constitute state-dependent biomarkers of LOD. In particular, *CIDEC* may be the best biomarker because it showed the highest ability to determine an individual’s depression state. We compared the current 4 genes with the top-ranked differentially expressed genes in the published studies. The current 4 genes are different from the previous ones. However, *SLC36A1* mRNA was involved in the list of differentially expressed genes in comparison between MDD patients and healthy controls [43] and STYXL1 mRNA was involved in the list of differentially expressed genes in MDD patients in comparison between responders and non-responders to the antidepressant therapy [44]. In addition, the current 4 genes did not discriminate the elder patients with EODs from the HCs in this study and are different from the EOD markers previously reported [32]. Therefore, the gene expression patterns in blood cells in MDD may differ according to the age at onset of MDD, and such cases may be separated in EOD or LOD by measuring transcriptomic markers.

The pathophysiological roles of these biomarker proteins have not been determined in MDD and have only been investigated in other diseases. CIDEC is a member of the cell death-inducing DNA fragmentation factor-α-like effector family, which was initially identified as a group of factors that induce apoptosis [45, 46]. Recent studies suggest that this class of protein is closely related to energy balance and obesity. CIDEC is highly expressed in adipose tissues in humans and mice [47]. In addition, the CIDEC protein is localized around lipid droplets in adipocytes and plays an important role in lipid droplet formation [47]. In human adipocytes, insulin up-regulates *CIDEC* mRNA expression mediated by the phosphatidylinositol 3-kinase—c-Jun N-terminal kinase 2 pathway [48]. CIDEC-deficient mice appear to be largely protected from the obesity, hyperleptinemia, glucose intolerance and insulin resistance induced by a high-fat diet [49]. However, the mechanism that regulates *CIDEC* transcriptional activity in blood mononuclear cells remains unknown.

RNASE1 is the secretory/pancreatic type of ribonuclease. Although RNASE1 produced in the pancreas and excreted into the gut seems to degrade the large amounts of RNA in food [50], the enzyme is known to be present in nondigestive tissues other than the pancreas, such as the brain [51], kidney [52], and venous endothelial cells [53], suggesting other in vivo functions. RNASE1 in vascular endothelial cells is released by prothrombotic or pro-inflammatory stimuli and degrades extracellular RNAs, which stimulate pro-inflammatory activities [54, 55]. Furthermore, the *RNASE1* mRNA level in peripheral mononuclear cells is 5-fold higher in patients with heart failure than in controls [56].

SLC36A1, which is also known by the names proton-coupled amino acid transporter 1 and lysosomal amino acid transporter 1, functions as a H+-coupled amino acid symporter [57]. SLC36A1 is expressed at the luminal surface of the small intestine but is also commonly found in lysosomes in many cell types, including neurons, suggesting that it is a multipurpose carrier with distinct roles in different cells. A broad range of amino acids and many orally active amino acid-based drugs and derivatives, such as a large number of γ-aminobutyric acid-related and proline-related compounds, are transported by SLC36A1 as its substrates. By contrast, tryptophan derivatives such as serotonin and 5-hydroxy-L-tryptohpan are non-transported competitive inhibitors of SLC36A1 [57]. Furthermore, a selective serotonin reuptake inhibitor, sertraline, inhibits SLC36A1 activity [58]. In addition, the *SLC36A1* mRNA level is increased in the jejunum of high fat diet-fed mice [59], and the transcriptional activity of *SLC36A1* is up-regulated by insulin in skeletal muscle cells [60].

STYXL1 is a pseudo-phosphatase member of the dual-specificity phosphatase subfamily of the protein tyrosine phosphatases. STYXL1 is catalytically inactive due to the absence of two amino acids from the signature motif that are essential for phosphatase activity. STYXL1 is required for intrinsic apoptosis. Knockdown of STYXL1 provides a specific block during mitochondrion-dependent apoptosis by blocking cytochrome c release, allowing cells to survive high doses of chemotherapeutics [61]. Recently, a homozygous missense mutation in *STYXL1* was identified in patients with moderate intellectual disability accompanied with seizures and behavioral complexities, and the expression level of *STYXL1* mRNA in the EBV-transformed lymphoblastoid cells in those patients was decreased [62].

We acknowledge several general limitations to our experimental design. First, our results are limited by the small size of the cohort and require validation in a larger cohort of controls and patients with LOD, including those in remission. However, although the sample size of this study was small, the number of differentially expressed genes (over 3,000 probes) is larger than that in previous blood-based gene expression studies in patients with MDD [10, 16, 19]. Because MDD is thought to be clinically and genetically heterogeneous, the current classification (LOD without cognitive impairment) may mask the individual variability in expressed genes in blood cells and may lead to the detection of a large number of differentially expressed genes in the microarray. Follow-up studies are also required to demonstrate reproducible results and to evaluate the compatibility of the microarray with other types of depression. In this study, we used OVX+CUMS mice as the animal model of depression because, to our knowledge, an animal model of LOD has never been developed. However, it should be noted that the current study *does not* suggest that OVX+CUMS mice represent an animal model of LOD.

## Conclusions

We identified putative state-dependent biomarkers of LOD, *CIDEC*, *RNASE1*, *SLC36A1*, and *STYXL1* mRNA, in blood cells. These 4 biomarkers should be helpful for properly diagnosing LOD.

## Supporting Information

S1 Fig The expression levels of 10 biomarker candidates in human samples assessed with RT-qPCR. The RNA samples extracted from the white blood cells of the HCs (n = 12), DPs (n = 10), and RMs (n = 10) were used. The data are the means + SE. *p < 0.05 and **p < 0.01 between the indicated groups (Tukey-HSD test). BANP; BTG3 associated nuclear protein, RAB11FIP4; RAB11 family interacting protein 4 (class II), ARFRP1; ADP-ribosylation factor related protein 1, BCL11B; B-cell CLL/lymphoma 11B (zinc finger protein), FYCO1; FYVE and coiled-coil domain containing 1, NIPAL3; NIPA-like domain containing 3, RPL23A; ribosomal protein L23a, RPS2; ribosomal protein S2, SIGIRR; single immunoglobulin and toll-interleukin 1 receptor (TIR) domain, SLC35F2; solute carrier family 35, member F2.
(TIF) Click here for additional data file.

S2 Fig Quantitative analysis of CIDEC, RNASE1, SLC36A1, and STYXL1 mRNA expression in depressed patients with EOD. The data are the means of ΔCt values + SE. No significant difference between groups (Tukey-HSD test).
(TIF) Click here for additional data file.

S1 Table Primer pairs are listed alphabetically. (PDF) Click here for additional data file.

S2 Table List of differentially expressed 3,066 probes. (XLSX) Click here for additional data file.

S3 Table List of differentially expressed 637 probes. We detected significant differences in expression in the WB of OVX+CUMS mice, but not in the non-stressed OVX mice or the sham-operated CUMS mice, compared with the control (sham-operated non-stressed) mice (one-way ANOVA followed by Tukey’s HSD test).
(XLSX) Click here for additional data file.

# Supplementary material for: Blood Transcriptomic Markers in Patients with Late-Onset Major Depressive Disorder
**Source:** PLoS One. 2016 Feb 29;11(2):e0150262. doi: 10.1371/journal.pone.0150262
**Supplement:** S1 Table

| Gene symbol             | Primer sequence                                                 | Amplicon size (bp) | Accession number |
|-------------------------|-----------------------------------------------------------------|--------------------|------------------|
| <b><i>ARFRP1</i></b>    | Forward TGCATCGGGAGGCTTCAGAG<br>Reverse CCACTCCCAACTCACAGGGG    | 125                | NM_001134758     |
| <b><i>BANP</i></b>      | Forward CGGGGCCATCCAGATTCAGT<br>Reverse GCCTTCAGACGCACTTCAGC    | 147                | NM_017869        |
| <b><i>BCL11B</i></b>    | Forward TGCACTCTTTCTCCTTGCCA<br>Reverse GGGGCATCCAAAGGCAACAG    | 141                | NM_138576        |
| <b><i>CIDEC</i></b>     | Forward CTGGAAACCTGGGGTGGGTT<br>Reverse CTGGATGGGCTAAGCTGCCT    | 91                 | NM_022094        |
| <b><i>FYCO1</i></b>     | Forward CGGGGCCATCCAGATTCAGT<br>Reverse GCCTTCAGACGCACTTCAGC    | 124                | NM_024513        |
| <b><i>NIPAL3</i></b>    | Forward CGGTCTCCTTTTGAGCAGCC<br>Reverse CCCAGCGTTCAACTCCACAC    | 123                | NM_020448        |
| <b><i>RAB11FIP4</i></b> | Forward GGTGCATTGCCAAGGACTCA<br>Reverse GCCATCTAACAAACCCTTGGGC  | 129                | NM_032932        |
| <b><i>RNASE1</i></b>    | Forward AGGCGCCGGAATATGACACA<br>Reverse GGACATCTACCAGGGGCTCG    | 73                 | NM_198232        |
| <b><i>RPL23A</i></b>    | Forward CGGGGCCATCCAGATTCAGT<br>Reverse GCCTTCAGACGCACTTCAGC    | 76                 | NM_000984        |
| <b><i>RPS2</i></b>      | Forward CTCCGCACCTGTGCCTAAGA<br>Reverse CATCAAAGGTGGCCTTGGCG    | 113                | NM_002952        |
| <b><i>RPS29</i></b>     | Forward GGCACGGTCTGATCCGGA<br>Reverse GCCCGGATAATCCTCTGAAGG     | 122                | NM_001032        |
| <b><i>SIGIRR</i></b>    | Forward GGAGAGCCATCAGCTCCACC<br>Reverse GGCAGTGTAGTTTCGCGAGC    | 102                | AY358342         |
| <b><i>SLC35F2</i></b>   | Forward ACTCATTCCAGGTCCCAGAGC<br>Reverse ACTGTGGAGCACATAGCCAGT  | 71                 | NM_017515        |
| <b><i>SLC36A1</i></b>   | Forward GTGCATGCAGGCCCATGTTT<br>Reverse GCACGATGGCAACAGAGCAT    | 74                 | NM_078483        |
| <b><i>STYXLI</i></b>    | Forward ACTCTGAGCTCCGGAAAGGATG<br>Reverse ACTCCCATTTGGAACGGACAT | 143                | NM_016086        |

How the deposited data were processed for this re-analysis (not part of the article)

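RNA of blood and of the medial prefrontal cortex (mPFC) was measured on 48 one-colour Agilent mouse arrays, 1 array per mouse and tissue, from 6 control, 6 CUMS, 6 OVX and 6 OVX+CUMS mice. The sample labels give the group and number of each mouse, and arrays of blood and mPFC with the same group and number were taken as 1 mouse. Replicate numbers do not pair mice of different groups. The human samples of the paper were not analysed here.

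The intensity of each spot was made by the authors with Feature Extraction 10.7.3.1, per the file headers, by subtracting the background and removing spatial trends, in arbitrary units with no scaling between arrays. The log2 values of the normalized table were made by the authors by taking the intensity to log2 and subtracting the 75th percentile of each array. Of the 55249 probes with 1 spot, 100.0% were within 0.001 log2 of the values computed here, up to 1 constant per array.

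Each array holds 62976 spots, of which 3671 are controls, for 55681 probes (55249 with 1 spot, 33 with 2 and 399 with 10). Spots marked as uneven or as outliers were left out, 98 to 206 per array, and the other spots of a probe were averaged in log2. No spot was saturated. The 75th percentile over all probes that are not controls was subtracted from each array. The sensitivity of an array is set by its signal over background: the 75th percentile was 54.9 to 192 in blood and 572 to 689 in mPFC, and 23602 to 34857 probes per blood array and 31556 to 38067 per mPFC array were well above background. A probe was detected in a tissue when it was positive and significant and well above background with no outlier mark on all 24 arrays, and its processed signal exceeded 50 on at least 2. The raw intensity in the paper's methods was read as the processed signal. This left 20767 probes in blood and 28358 in mPFC. Gene symbols came from a gene table for the mouse genome where the transcript matched (26762 of 28390 transcripts), and otherwise from the array's own annotation.

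Effects were tested with limma 3.58.1 in R 4.3.3 (data.table 1.17.8; tables and figures in Python 3.11.15), with linear models, moderated spread (prior degrees of freedom 4.02 in blood and 2.55 in mPFC), two-sided p-values and Benjamini-Hochberg adjustment at 0.05. The factorial model held surgery, stress and their interaction, coded so that a main effect is the mean over both levels of the other factor. Probes specific to OVX+CUMS mice passed the moderated F test over the 4 groups after adjustment, and then Tukey's comparison with control mice in OVX+CUMS mice and not in OVX or CUMS mice. The difference of an effect between blood and mPFC was tested on 17544 probes detected in both, with the mouse as a random block (correlation 0.059). Single genes were compared with an exact two-sided permutation test as well. The genes named are the 14 genes the paper takes to patients, by the probes of S3 Table and then other probes of the same symbol, the reference gene Rps29, and for each effect the 3 probes with a symbol that rose most and the 3 that fell most among those past the threshold. Lists of marker genes for neutrophils, monocytes, B cells, T cells, NK cells, erythroid cells, platelets, fat cells, exocrine pancreas, endothelium, connective tissue, glucocorticoid-induced genes and ribosomal proteins were written before the data were examined and tested with camera (preset correlation) and fry of limma.

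The alternatives were normexp background correction (offset 50), quantile normalization, the 75th percentile over detected probes, no detection filter, probes detected on all 48 arrays, saturated spots taken as not detected, the authors' normalized values, no moderation of the spread, slide as a block, replicate number as a block, other rules for the probes specific to OVX+CUMS mice, other tests of the lists, and leaving out each array in turn. A shift by the median of the E1A spike-in probes and an intensity minimum on the mean signal were added after the data were seen. The number of probes was also counted in 99 other splits of the mice. The models were tested on simulated data with 200 changed probes, of which 79.5% were recovered for OVX and for CUMS in blood, 81% for the interaction and 88% for probes specific to OVX+CUMS mice (both simulated with larger changes than the main effects), and 92.5%, 95%, 92% and 95.5% in mPFC. With slide as a block, 21%, 52.5% and 57% were recovered in blood for OVX, CUMS and the interaction, and 65.5%, 87% and 81% in mPFC. Overlap of the whole S3 Table with S2 Table was not computed, since the copies used here are incomplete.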

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

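The tests of the slide differences within 1 condition, of the splits of arrays over slides, of the slides in the larger split for CUMS in mPFC, and the 3 tests of the OVX+CUMS mouse with many neutrophil transcripts were chosen after the results were seen; the tests against other splits of the mice were chosen before. An array far from the other 5 of its group was sought with Dixon's ratio (critical value 0.625) in 388 groups of 6 arrays, and 31 groups (8.0%) had one. Chance gives about 1 in 20 groups, so many of these single arrays need no explanation of their own. Values below are normalized log2 signals, or mean log2 signals of a list relative to its mean over all arrays of the tissue, with the nearest other array of the group.

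OVX+CUMS mouse 5 stood apart in blood for the lists of neutrophils (3.1, nearest -0.21), monocytes (1.65, nearest 0.14), B cells (-0.79, nearest -0.10) and T cells (-0.70, nearest -0.18). It also stood apart for Igfbp6 (3.97, nearest 0.35) and for Bcl11b by its probes A_51_P171772 (-0.44, nearest 0.33) and A_52_P925277 (-0.83, nearest 0.03). Its mPFC array was apart for the neutrophil list (1.79, nearest 0.26). The signal of S100a9 was 296000 in its blood, against 36200 to 41600 in the other OVX+CUMS mice, and 2520 in its mPFC, against 47.7 to 184. Lcn2 was 16000 against 733 to 1290 in blood and 1200 against 108 to 177 in mPFC. A larger amount of blood left in this mPFC sample is argued against by the erythroid list, which exceeded the mean of the other mPFC arrays of the group by only 0.14. The usual amount of blood could account for S100a9, whose rise in mPFC was 0.935% of its rise in blood, where the mPFC signal of Hba-a1 is 2.74% and that of Hbb-b1 2.43% of that in blood. For Lcn2 the rise was 7.13% of that in blood, above those shares, so that blood alone does not account for it. Of the other genes apart in this mouse, the rise of S100a8 was 0.729%. A mislabelled sample was not tested. An infection or inflammation in this mouse remains open and was not tested. Without blood OVX+CUMS replicate 5, 11535 probes were called for OVX, 10542 for CUMS and 517 as specific to OVX+CUMS mice. The interaction then had 0 probes in limma, against 294 with it. At an unadjusted p under 0.05 it had 3663, against 3571 with all arrays. Of the 24 fits that left out 1 array, 19 gave 0, so this drop is not particular to this mouse.

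Blood control mouse 2 was apart for Nipal3 by its probes A_55_P2109257 (3.38, nearest 4.09) and A_55_P2148688 (2.73, nearest 3.48), for Mc3r (4.98, nearest 3.35), for Igfbp6 (-0.05, nearest -1.07), for the platelet list (-1.0, nearest 0.02) and for the exocrine pancreas list (0.46, nearest 0.01). Its array had the lowest 75th percentile of the control arrays, 81.3. A dim array, a different handling of the sample and a difference between mice were not told apart by any test. Without blood control replicate 2, 199 probes had an interaction.

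The other blood arrays apart were CUMS mouse 6 for Slc36a1 by A_55_P2000269 (-0.44, nearest -1.10), CUMS mouse 2 for Bcl11b by A_51_P171772 (0.18, nearest 0.82) and for the endothelium list (0.60, nearest 0.19), CUMS mouse 1 for Bcl11b by A_52_P925277 (0.99, nearest 0.27), OVX+CUMS mouse 1 for Arfrp1 by A_55_P2075343 (0.38, nearest 0.03) and OVX mouse 3 for Cirbp (2.54, nearest 2.97). CUMS mouse 2 has the dimmest blood array, with a 75th percentile of 54.9. No explanation was tested for these arrays.

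In mPFC the arrays apart were OVX mouse 4 for the monocyte list (0.21, nearest -0.03), OVX mouse 1 for the endothelium list (-0.37, nearest -0.07) and Cdcp1 (-3.46, nearest -4.19), OVX+CUMS mouse 6 for the connective tissue list (0.99, nearest -0.34) and OVX mouse 3 for the ribosomal protein list (-0.04, nearest 0.05). Single genes apart were Fbxo25 in OVX mouse 2 (-4.44, nearest -4.16), Tnnc1 in CUMS mouse 3 (0.39, nearest 0.10), Adra2b in control mouse 5 (0.03, nearest -0.26), Olfr391 in control mouse 1 (-4.02, nearest -3.67), and Olfr391 (-1.28, nearest -2.85) and Cdcp1 (-3.75, nearest -4.52) in OVX+CUMS mouse 3. No technical or biological explanation was tested for these arrays.

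The paper does not report on the mPFC arrays. There limma called 8751 probes for OVX (5423 higher, 3328 lower), 1189 for CUMS (662 higher, 527 lower), 1273 for the interaction (955 above and 318 below 0) and 1098 as specific to OVX+CUMS mice (725 higher, 373 lower). For the OVX, interaction and specific counts, 1 of 100 splits of the mice, the real one included, was as large. This excludes chance assignment of mice as the source of group differences in general. The splits shuffled surgery and stress together, so they cannot exclude chance for the interaction or the specific probes given the main effects. For CUMS 2 of 100 splits were as large, and the other split gave more probes than the real one, 5203. That split put all 8 mice of slide 1 in 1 class, with 2 from each other slide, so the CUMS count is no larger than a grouping that follows the slides gives. The largest falls with OVX were those of Lingo1 (-1.94, standard error 0.27, adjusted p = 4.85e-05 from limma), Fbxo25 (-1.69) and Slco1a5 (-1.44), and the largest rises those of Olfr209 (0.85), Olfr1339 (0.83) and Hbb-bh1 (0.72). With CUMS, Arc (0.88, standard error 0.18, adjusted p = 0.0185 from limma) rose most. The slides are a technical explanation. Lingo1 averaged 1.65 in the CUMS arrays on slide 1 and -0.95 in those on slide 2, although all are CUMS mice, and 4842 probes differed between these arrays. Under a slide block limma called 0 probes for OVX (1880 unadjusted), for CUMS (2083 unadjusted) and for the interaction (649 unadjusted), and 0 as specific. In simulated data without slide differences the lowest counts with the block were 734 for OVX and 985 for the interaction. No simulation gave 0 for any of the 3 effects. These simulations took the effects estimated without the block as true. Their median of 2115 interaction probes with the block exceeded the 1273 of the data without it. They therefore cannot tell whether the loss goes beyond one of precision. Across probes, the effects correlated with those that the slide differences within 1 condition would give, with r of 0.63 for OVX, 0.55 for CUMS and 0.79 for the interaction, and 2, 1 and 1 of 100 random assignments of the arrays to slides gave an r as large. Slide differences could therefore account for much of the mPFC counts. Within 1 slide, limma called 0 probes between CUMS and control (1658 unadjusted), CUMS and OVX (3008 unadjusted) and OVX+CUMS and OVX (1004 unadjusted). A biological part of these effects stays open.

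The effects in blood and mPFC differed in 6898 of 17544 probes for OVX (limma, adjusted p under 0.05), 3496 with a higher and 3402 with a lower effect in blood, and in 9023 for CUMS, 3090 and 5933. For both, 1 of 100 splits was as large, which excludes chance assignment of mice where the groups do not differ at all. The effects correlated between the tissues with r of 0.32 for OVX and -0.14 for CUMS. A tissue difference is what biology would give. It would also arise if the slides of the tissues differ in unlike ways, and in blood the OVX effect had a slope of only 0.33 on the effect without the slide block. These explanations cannot be told apart for OVX, since slides and groups overlap in both tissues.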

How the results depend on the processing

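The alternatives were set before the data were examined, except the shift by spike-in probes and the intensity minimum on the mean signal, which were chosen after seeing the data, as were the tests of slide differences named elsewhere in this section. No spot was saturated, so that alternative says nothing about stability. The series matrix values, which for probes with a single spot match those computed here up to a constant per array, test little: the counts moved slightly, for OVX in mPFC from 8751 to 8796 with 8733 shared. The cause was not tested for any change below unless one is given.

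A slide block left limma with 0 probes for OVX in blood (1317 at an unadjusted p under 0.05), 0 for the interaction (208), 60 as specific to OVX+CUMS mice and 0 of the named genes (1). In mPFC it left 0 for OVX (1880), 0 for CUMS (2083), 0 for the interaction (649) and 0 as specific, and 3 marker lists in place of 1. The CUMS effect in blood had 10317 probes, 7455 of them shared. The block widens the median standard error of the OVX effect in blood from 0.11 to 0.24. It reversed Rnase1 A_52_P249798 to -0.03, Gm7167 for OVX to -0.06, BC062258 for the interaction to -0.04, 4930480K23Rik to -0.54 and the erythroid list for OVX to 0.03, and it made the platelet list for OVX pass, at -0.68 (adjusted p = 3.1e-05 from camera of limma; 3.1e-05 to 0.92 over the alternatives). In mPFC it reversed Adra2b for CUMS to 0.01, and among the probes specific to OVX+CUMS mice Olfr103 to -0.51, Arl9 to -0.16, Lasp1 to 0.58 and Cdcp1 to 0.37. Results not past the threshold turned too: Mrvi1 to 0.19, Bcl11b A_52_P925277 to 0.31, Slc36a1 A_55_P1969820 to 0.37, Arfrp1 A_55_P2075343 to 0.35 and Rpl23a A_55_P2109874 to -0.07. So did the lists of neutrophils (-0.32), monocytes (-0.07), connective tissue (0.38) and ribosomal proteins (-0.03) for OVX, and of neutrophils (-0.19) and platelets (-0.07) for CUMS. Of the 48 leading genes 5 kept their direction and side of the threshold, 34 were weaker and 9 reversed, and of 23 probes of the named and reference genes 10 kept both, 8 were weaker and 5 reversed.

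With replicate number as a block, which pairs no mice, the interaction had 0 probes in blood (3301 unadjusted in limma) and 618 in mPFC. With no moderation of the spread it had 12 and 716. With no detection filter, which tests more probes, blood had 18309 probes for OVX, 0 for the interaction (5676 unadjusted in limma), 886 specific probes and 3 named genes, and mPFC had 25 for CUMS and 1 for the interaction. The interaction in blood had 1073 probes with normexp background (270 shared) and 491 with quantile normalization (276 shared). Normexp turned Rpl23a A_55_P2109874 to -0.08, and quantile normalization turned Rps29 A_55_P1958354 to 0.01.

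With the shift by spike-in probes, the interaction had 0 probes in blood (2286 unadjusted in limma) and 0 in mPFC (4270 unadjusted), blood had 342 specific probes and 3 named genes, and mPFC had 6849 probes for CUMS (62 higher, 6787 lower) and 4023 specific probes (18 higher, 4005 lower). The 9388 probes for OVX in mPFC were then 134 higher and 9254 lower. The shift moved the median change of all mPFC probes to -0.12 for OVX and to -0.12 for CUMS, so the directions of small changes rest on the scaling. The 75th percentile over detected probes gave 3681 higher and 3894 lower for OVX in mPFC, 522 and 688 for CUMS, and 497 and 434 specific probes. For the tissue difference of OVX, quantile normalization gave 4883 probes with a higher and 2972 with a lower effect in blood.

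Adjusted contrasts in place of Tukey's comparison gave 265 specific probes in blood. Asking also for a difference from OVX mice and from CUMS mice gave 72 in blood and 170 in mPFC. Of the marker lists in blood, 7 of 24 tests passed with camera, 11 with fry and 0 with camera and estimated correlation (0 unadjusted, limma). In mPFC 1 of 26 passed with camera and 0 with estimated correlation (0 unadjusted).

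Leaving out 1 array at a time gave 0 (without blood control replicate 1) to 2026 (without blood CUMS replicate 2) interaction probes in blood, 3 (without blood OVX+CUMS replicate 4) to 12 (without blood CUMS replicate 2) named genes, 224 (without mPFC CUMS replicate 6) to 3325 (without mPFC CUMS replicate 2) probes for CUMS in mPFC and 1 (without mPFC control replicate 1) to 3853 (without mPFC CUMS replicate 1) interaction probes in mPFC. The named genes numbered 4 without blood control replicate 1, and 5 without blood control replicate 3 or 6. Other counts stayed within 1.5 times: 10260 to 12591 for OVX, 8393 to 11811 for CUMS and 413 to 675 specific probes in blood, and 7632 to 9445 for OVX and 757 to 1268 specific probes in mPFC. For the tissue difference they were 5985 to 7970 for OVX and 7738 to 9973 for CUMS. Over the 23 probes of named and reference genes, 508 fits kept direction and side of the threshold, 29 lost the call, 14 gained it and 1 reversed, Rpl23a A_55_P2109874, which ranged from -0.01 (without blood control replicate 2) to 0.03. For the leading genes these numbers were 866, 269 and 17. Signal over background limits dim probes such as those of Cidec and Styxl1, whose mean processed signals in blood are 41.3 and 32.4, more than bright ones.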

Differences from the paper's values

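For the interaction of CUMS and OVX in blood, 294 probes were called here, against the paper's 10. Of the alternatives set before the data were examined, the model with no moderation of the spread gave 12 and is within 1.5 times the paper's 10. The other alternatives were not: 1073 with normexp background, 491 with quantile normalization, 231 with the 75th percentile over detected probes, 379 with probes detected on all 48 arrays, 294 with saturated spots not present and with the series matrix values, and 0 in limma with no detection filter (5676 at an unadjusted p under 0.05), with the slide block (208) and with the replicate block (3301). Leaving out 1 array at a time gave 0 to 2026 probes (limma, with 2985 to 3663 at an unadjusted p under 0.05 where it gave 0) and never a number within that range of the paper's. The shift by spike-in probes, chosen after the values were seen, gave 0 in limma (2286 unadjusted).

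The paper lists Arfrp1 and Styxl1 among the genes specific to OVX+CUMS mice. Here Arfrp1 (A_55_P2131522) changed by -0.23 in OVX+CUMS mice and was not called specific, except with no moderation of the spread. Styxl1 (A_55_P1960743) was not detected on every blood array and so was not tested, with a difference of means of 0.90, and was called with no detection filter, where it could be tested.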

Other observations

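The tests of slide differences within 1 condition, of the slide terms, of labelling or scanning, of a lower erythroid share alone, of brightness for CUMS and of the shared direction in mPFC were chosen after the results were seen; the other tests here were chosen before.

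In blood, 1 of 100 splits of the mice, the real one included, was as large for OVX, CUMS, the interaction and the specific probes. This excludes chance assignment of mice as the source of group differences in general. The splits shuffled surgery and stress together, which moves both main effects into the spread. They cannot tell whether chance accounts for the interaction or the specific probes given those main effects. The slide is not random to the groups. The slide term itself had 1727 probes in blood and 4045 in mPFC, with 2 and 1 of 100 splits of the CUMS and OVX arrays over slides as large, so chance can be excluded in mPFC and is less clearly excluded in blood, where another split gave 1928. For OVX in blood, the effects with slide as a block had a slope of 0.33 on those without it, below the 0.57 to 1.39 seen in simulated data without slide differences. In that simulated data 20 of 100 draws also gave 0 probes for OVX under the block, so the count of 0 alone decides nothing. Across probes, the effect correlated with r of 0.69 with that given by slide differences within 1 condition, and the interaction with 0.80. These share arrays, and random assignments of the arrays to slides gave r from -0.77 to 0.77 for OVX, 4 of 100 as large, and from -0.67 to 0.67 for the interaction, 1 of 100 as large. For the interaction in blood the slope was 0.21, below the simulated 0.79 to 1.18. No simulation gave fewer than 215 interaction probes under the block. The simulations took the effects estimated without the block as true. Their median with the block, 834, exceeded the 294 of the data without it. They therefore cannot tell whether the count of 0 goes beyond a loss of precision. The slopes and correlations leave slide differences as a possible source of part of both the OVX effect and the interaction in blood. For CUMS in blood the slope was 1.12, within the simulated 0.73 to 1.29, and the block left 10317 probes, 7455 of them shared, which argues against slides as the whole source of that effect. The correlation of -0.20, with 64 of 100 random assignments as large, decides nothing. A drift over the slides would move OVX and CUMS effects alike, but in blood they correlated with r of -0.51. In mPFC they correlated with 0.58, and with 0.50 under the slide block, where errors alone give 0.63, so that a shared response and a drift cannot be told apart there.

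The blood groups also differed in brightness. The first principal component of the blood arrays held 42.2% of the variance and correlated with the 75th percentile with an absolute r of 0.95. With the 75th percentile as a covariate, 329 probes were called for OVX (273 shared) and 2724 for CUMS (2675 shared). The interaction went the other way, from 294 to 1818 probes (294 shared), above the 1614 of the highest draw described next. Covariates with the same group means, shuffled within that, gave counts as low for OVX and CUMS in 11 and 13 of 100 draws, so whether brightness accounts for the effects cannot be told apart from the groups it follows. Labelling or scanning should move the spike-in probes with the 75th percentile, but their slope on it was 0.13 (95% confidence interval -0.01 to 0.27), which argues against these steps as the whole source. Less mRNA in the RNA of some groups may remain, and was not tested.

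Among the 554 probes specific to OVX+CUMS mice, 83 had an interaction at an unadjusted p under 0.05 in limma, and the single effects had the same sign in 322. These probes were selected for passing in OVX+CUMS mice and not in OVX or CUMS mice, so neither this number nor their changes can tell whether the effects add up, and additivity cannot be told apart from an interaction here. In mPFC 144 of 1098 had an unadjusted interaction.

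For the marker lists in blood, the median log2 change with OVX was 0.16 for neutrophils (10 of 11 genes detected), 0.27 for monocytes (7 of 7), 0.40 for B cells (8 of 8), 0 for T cells (9 of 9), 0.12 for NK cells (4 of 5), -0.57 for erythroid cells (12 of 13), -0.26 for platelets (8 of 8), -0.68 for exocrine pancreas (4 of 9), -0.23 for endothelium (3 of 8), -0.02 for connective tissue (2 of 7), 0.11 for glucocorticoid-induced genes (8 of 10) and 0.06 for ribosomal proteins (77 of 81). With CUMS it was 0.13, -0.12, -0.46, -0.31, -0.23, 0.37, 0.14, 0.40, 0.19, 0.17, -0.12 and -0.22 in the same order. No fat cell gene was detected. Adjusted camera p-values from limma passed 0.05 for B cells (0.019) and erythroid cells (0.00217) with OVX, and for B cells (0.00849), T cells (0.0161), erythroid cells (0.00132), exocrine pancreas (0.0484) and ribosomal proteins (8.01e-13, 116 of 169 probes called) with CUMS. All 7 also passed with fry, and none with estimated correlation. With slide as a block the erythroid list for OVX went to 0.03, and with quantile normalization to -0.25, so this call depends on these settings. Fry also passed exocrine pancreas and endothelium with OVX, and NK cells and glucocorticoid-induced genes with CUMS. Under the spike-in shift the platelet, endothelium and connective tissue lists turn to 0.10, 0.13 and 0.34 with OVX and, with the neutrophil list, to -0.16, -0.10, -0.13 and -0.16 with CUMS, whereas the 7 passing lists keep their direction. A lower erythroid share alone would raise all other cell lists alike, but the B cell list rose 0.38 more than the T cell list with OVX (permutation p = 5e-05, two-sided), and 0.42 more (standard error 0.15) with slide as a block, which argues against that explanation for the difference between these lists.

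In mPFC the ribosomal protein list rose by 0.12 with OVX (adjusted p = 2.02e-11 from camera of limma, 111 of 176 probes called) and falls to -0.05 under the spike-in shift. The other mPFC lists did not pass for OVX or CUMS. For the interaction, the T cell list in blood (-0.22, adjusted p = 0.0317 from camera of limma, 0.954 from fry) and the exocrine pancreas list in mPFC (0.55, adjusted p = 0.0147 from camera and 0.0175 from fry of limma) passed, and the NK cell list in mPFC (0.66) passed with fry (0.0175) and not with camera (0.0983). The exocrine pancreas list differed between slides within the CUMS mice, with 0.313 and 0.498 on slide 1 and -0.485 to -0.272 on slide 2.

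Fat cells carried over at sampling are a candidate explanation of the higher Cidec signal in OVX+CUMS blood. The median change over the probes of the fat cell list was 0.26 and the list as a whole rose by 0.24 (exact permutation p = 0.0519, two-sided; 0.208 adjusted). Its brightest gene, Fabp4, had a signal of 39.1 in control and 54.9 in OVX+CUMS mice. Of its 8 probes 6 were higher in OVX+CUMS mice, while Adipoq changed by -1.21 and Cfd by -0.34, both well above background on 0 arrays. The r of the list with Cidec was 0.15 over the arrays, and 0.38, -0.3 and 0.33 within slides 1, 2 and 3. None of the 8 genes was detected, so a small carry-over cannot be told apart from a change in blood cells. For Rnase1, the largest change among the lists of exocrine pancreas, endothelium and connective tissue was 0.18, for connective tissue (exact permutation p = 0.470, two-sided; r with Rnase1 over the arrays 0.34). Within slides 1, 2 and 3 the r with Rnase1 was higher, 0.75, 0.42 and 0.68 for connective tissue, 0.66, 0.64 and 0.67 for exocrine pancreas and 0.46, 0.75 and 0.35 for endothelium. The dim pancreas gene Cpb1 rose by 2.48 (signal 12.2 to 72.1), while Ctrb1 changed by -0.35. The brightest genes, Clps (779 in control, 878 in OVX+CUMS mice), Kdr (9460 and 8580) and Sparc (78.5 and 115), do not decide between carried-over tissue and blood cells.

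The reference gene Rps29 changed in OVX+CUMS against control blood by -0.16, -0.38 and -0.21 by its 3 probes (adjusted p = 0.27, 0.0179 and 0.166 from limma; exact p = 0.00216 for each, the smallest possible, with all 6 OVX+CUMS mice below the lowest control mouse), the probe A_55_P1958354 turning to 0.01 under quantile normalization. Control and OVX+CUMS mice share no slide in either tissue. Over the alternatives other than leaving out 1 array, A_55_P1983149 lay between -0.38 and -0.14 (adjusted p 0.00497 to 0.818 from limma). A_55_P2154240 lay between -0.25 and -0.02. In mPFC Slc36a1 rose by 0.70 (standard error 0.21, adjusted p = 0.0121 from limma) by A_55_P2000269. It fell by 0.32 (standard error 0.07, adjusted p = 0.0021 from limma) by A_55_P1969820. With slide as a block, 0 mPFC probes were specific to OVX+CUMS mice. The mPFC probes of Cidec, Rnase1 and Styxl1 were well above background on 4, 17 and 13 of 24 arrays.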
